# ACTH and PMX53 recover synaptic transcriptome alterations in a rat model of infantile spasms

**DOI:** 10.1038/s41598-018-24013-x

**Published:** 2018-04-10

**Authors:** Dumitru A. Iacobaş, Tamar Chachua, Sanda Iacobaş, Melissa J. Benson, Karin Borges, Jana Velíšková, Libor Velíšek

## Abstract

We profiled the gene expression in the hypothalamic arcuate nuclei (ARC) of 20 male and 20 female rats to determine the infantile spasms (IS) related transcriptomic alteration of neurotransmission and recovery following two treatments. Rats were prenatally exposed to betamethasone or saline followed by repeated postnatal subjection to NMDA-triggered IS. Rats with spasms were treated with ACTH, PMX53 or saline. Since ACTH, the first line treatment for IS, has inconsistent efficacy and potential harsh side effects, PMX53, a potent complement C5ar1 antagonist, was suggested as a therapeutic alternative given its effects in other epilepsy models. Novel measures that consider all genes and are not affected by arbitrary cut-offs were used, in addition to standard statistical tests, to quantify regulation and recovery of glutamatergic, GABAergic, cholinergic, dopaminergic and serotonergic pathways. Although IS alters expression of ~30% of the ARC genes in both sexes the transcriptomic effects are 3× more severe in males than their female counterparts, as indicated by the Weighted Pathway Regulation measure. Both treatments significantly restored the ARC neurotransmission transcriptome to the non-IS condition with PMX53 performing slightly better, as measured by the Pathway Restoration Efficiency, suggesting these treatments may reduce autistic traits often associated with IS.

## Introduction

Infantile spasms (IS; a term often interchangeably used with West syndrome) occur in 1:3200–1:3400 of live births. In 65% of cases, IS develops in response to brain damage^1^. West syndrome is characterized by clustered spasms during infancy (3–12 months of age, peaking around 6 months) that can involve flexors, extensors or both groups of muscles, interictal EEG hypsarrhythmia and mental regress^2,3^. Spasms occurring outside of the infancy period are termed epileptic spasms. Treatment of West syndrome is not only challenging, but also different from other seizure syndromes of childhood. Adrenocorticotropic hormone (ACTH) is the first line FDA-approved treatment. Other treatments include corticosteroids (prednisolone) and vigabatrin^4^. Unfortunately, the efficacy of these drugs is inconsistent and adverse effects are frequent and severe^5^. Often, successful elimination of spasms does not preclude development of mental decline^6^. Moreover, up to 35% of children with IS may develop traits of autism spectrum disorders (ASD)^7^, in contrast to the general population with approximately 1% prevalence of autism^8^.

Neuroinflammation, including that regulated via innate immune complement activation, represents a significant process involved in epilepsy^9–11^ and ASD^12^. Activation of the complement system via complement factor 5a through its receptor C5ar1 has been shown to drive pro-inflammatory processes in the brain^13^. When inhibited during status epilepticus (one of possible key initiating events in epileptogenesis), C5ar1 decreases production of tumor necrosis factor alpha (TNFα)^10^, which along with interleukin 1 beta (IL-1β), are key proinflammatory cytokines known to promote and initiate detrimental processes including microglial activation resulting in neuronal damage, and subsequent hyperexcitability^14^. PMX53 is a potent, selective, cyclic hexapeptide, C5ar1 antagonist, shown to have beneficial effects in acute seizure and chronic epilepsy models^10,15^. This C5ar1 antagonist is also neuroprotective^16^. Thus, by attenuating the inflammatory response PMX53 may compensate the alterations to excitatory/inhibitory balance in ASD^12,17^ which represents a common comorbidity of IS^7^.

We have developed a two-hit animal model of infantile spasms in rats, consisting of prenatal priming with corticosteroids and postnatal trigger of spasms with NMDA^18,19^. Prenatal priming with synthetic corticosteroids (or stress) increases susceptibility to postnatal NMDA trigger of flexion spasms and renders spasms responsive to ACTH treatment^20^. Spasms can be triggered by NMDA only during the period of brain development^21,22^ relevant for human IS^23^. Furthermore, EEG shows characteristics of hypsarrhythmia while ictal EEG displays electrodecremental response^24^ mimicking the human condition. The model has been independently reproduced and validated^25^.

Our initial study^18^ strongly indicated that the arcuate nucleus (ARC) was significantly involved in this model. We used timed c-fos imaging profiles (at 30, 60 and 120 min after trigger of spasms with NMDA) and already at 30 min we recorded significant increases in the ARC c-fos immunopositivity. This finding was further corroborated with [^14^C]2-deoxyglucose autoradiography which implied high glucose uptake, ergo high neuronal activity in the hypothalamic ARC.

In this study, we focused on the gene expression changes in ARC. As upstream of the hypothalamic paraventricular nucleus, ARC may affect release of endogenous CRF and via CRF it also controls endogenous ACTH release. We have previously reported that in prenatally betamethasone-exposed rats, prior to trigger of spasms, there are already modifications in the GABAergic and glutamatergic systems^26^. The rats demonstrate behavioral impairments reminiscent of ASD traits such as changes in ultrasonic vocalization (unpublished results).

Here, we profiled the gene expression in the ARC of our model under several conditions following repeated spasms with and without ACTH or PMX53 treatments in primed animals (Fig. 1A,B). The purpose was to determine the extent by which the genomic fabrics of the synaptic neurotransmission change based on either prenatal betamethasone priming or occurrence of spasms, and how this change can resolve after relevant treatments. We also hypothesized that PMX53 would decrease occurrence of spasms and this effect would be similar to a standard drug used for IS treatment, ACTH, which is effective in our model of IS.

**Figure 1:**
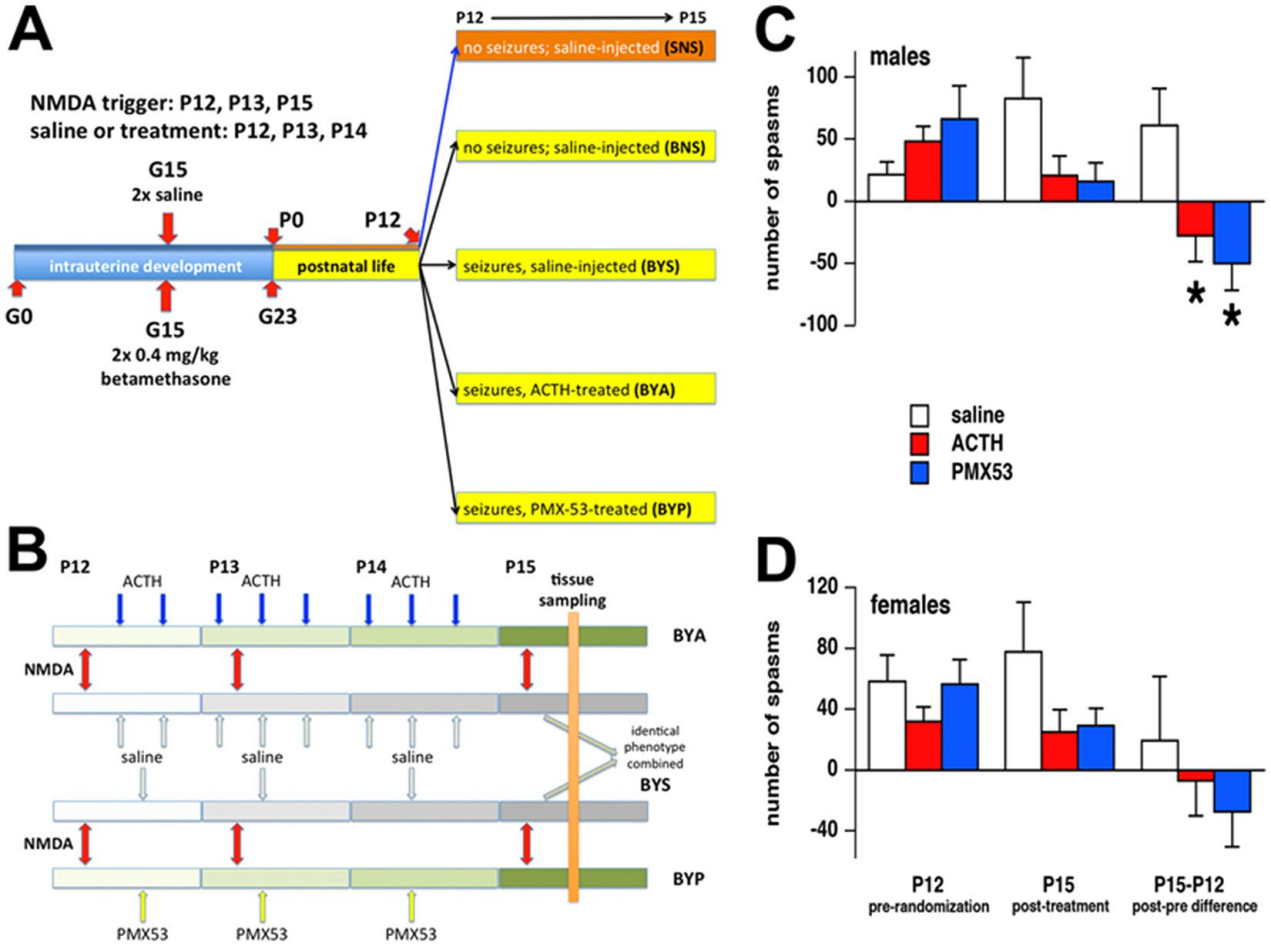
Experimental design and number of spasms before and after the treatments. (**A**) Groups of four rats used in this experiment. Pregnant females were injected either with two doses of betamethasone (0.4 mg/kg ip each) or saline on gestational day 15 (G15) and delivered on G23. On P12, a first round of spasms was triggered in some rats and then randomized into saline or ACTH or PMX53 groups (BYS, BYA, BYP). Some prenatally betamethasone-exposed rats received only saline instead of the NMDA trigger and saline instead of treatments (BNS). There was one additional group prenatally exposed to saline and postnatally also injected only with saline (SNS). (**B**) Treatment scheme of rats with triggered spasms. The red arrows identify NMDA triggers (morning of P12, P13 and P15). ACTH (each dose 0.3 mg/kg s.c) was administered at 14:00 and 21:00 on P12, at 07:00; 14:00 and 21:00 on P13 and P14. PMX53 (each dose 0.6 mg/kg s.c.) was administered at 14:00 on P12, P13 and P14. Control rats received saline with the same timing. (**C**,**D**) Pre and post treatment numbers of spasms in male **(C**) and female (**D)** rats. Left panels show efficacy of randomization (ANOVA F_(2,9)_ = 1.567; p = 0.260 for males and F_(2,9)_ = 1.010; p = 0.402 for females). Middle panels show number of spasms after completing the treatment on P15. While visually there were fewer spasms in ACTH or PMX53-treated rats, this difference was not significant in comparison to the saline-treated (ANOVA F_(2,9)_ = 2.649; p = 0.125 for males and F_(2,9)_ = 1.844; p = 0.213 for females). Right panels present the differences in the number of spasms in each individual rat after (P) and before (P12) the treatment. Treatment with both ACTH and PMX53 significantly decreased number of spasms between P12 and P15 if compared to the vehicle group for males (ANOVA F_(2,9)_ = 5.832; p = 0.024) but not for females (ANOVA F_(2,9)_ = 0.575; p = 0.582).

In previous publications^27–30^, we have developed the genomic fabric paradigm (GFP) to characterize the structured transcriptome associated to the most interconnected and stably expressed gene network responsible for a particular functional pathway (termed genomic fabric). Distinct from the mainstream quest for disease gene biomarkers, GFP looks for the global quantification of the alterations of the functional pathways in disease. We have also determined the transcriptomic effects of postnatal administration of glucorticosteroids^31^ and those related to the early-life seizure-induced neuroprotection^32^.

In this report, we have used GFP to quantify the remodeling of cholinergic (ACH), glutamatergic (GLU), GABAergic (GABA), dopaminergic (DA) and serotonergic (5HT) synaptic transmission pathways in the ARCs of betamethasone-primed NMDA-induced IS rats, and recovery following ACTH or PMX53 treatments. We have studied and compared five conditions; SNS, BNS, BYS, BYA and BYP. The three letter acronyms indicate whether the animal was prenatally subjected to betamethasone (B)/saline (treatment), had (Y)/had not (N) induced spasms and was postnatally treated with ACTH (A)/PMX53 (P) or just saline (S). For example, BYP represents betamethasone prenatal treatment, induced spasms and postnatal treatment with PMX53. Four males and four females were investigated in each condition.

## Results

### Effects of treatment with ACTH and PMX53 on spasms in male and female rats

Figure 1C,D show efficacy of randomization at P12 (before initiating the treatment, left panel), the fewer spasms in rats treated with ACTH or PMX53 (middle panel), and the difference for each individual rat after (P15) and before the treatment (P15-P12, right panel). Treatment with either ACTH or PMX53 decreased the number of spasms between P12 and P15 if compared to the vehicle group in both sexes. However, the decrease was statistically significant for males (ANOVA F_(2,9)_ = 5.832; p = 0.024) but not females (ANOVA F_(2,9)_ = 0.575; p = 0.582). The data clearly show that males appear to be more responsive to both treatments compared to females. Please note that only the animals entering microarray profiling are included here accounting for a small group size of n = 4 for each of the subgroups. We ran sample size analysis (G*Power) with our female data and determined that with the effect size of f = 0.7972 for a significant effect (α = 0.05) to occur, the subgroup size should be n = 7 [for power 1-β = 0.80].

### NMDA-induced spasms alter the neurotransmission transcriptome in a sex dependent manner

Detailed experimental procedure and raw and normalized gene expression data are publically available as GSE81061 and GSE84585 at http://www.ncbi.nlm.nih.gov/geo/.

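Arcuate nuclei of 20 female rats, taken on postnatal day 15, were profiled, 4 rats in each of the conditions SNS, BNS, BYS, BYA and BYP. Betamethasone was given to the mothers of BNS, BYS, BYA and BYP rats on gestational day 15 at 0.4 mg/kg per dose. ACTH was given at 0.3 mg/kg and PMX53 at 0.6 mg/kg per dose, from postnatal day 12 in the paper and from postnatal day 13 in the deposited labels. ACTH ended on postnatal day 14 in the Methods and on postnatal day 15 in the labels. The 20 samples lay on 11 arrays of 6 slides, in the "multiple yellow" design. On 9 arrays the Cy3 and the Cy5 channel carry RNA of different animals of the same condition, so that a ratio within these arrays holds no difference between conditions. On the other 2, with BYA replicates 3 and 4, the other channel is that of a male SNS rat of another series and was not used. Each channel was therefore taken as a sample of its own. By the labels, 2 samples of each condition carried Cy3 and 2 carried Cy5. For BYA replicate 3, the Cy3 label and the order of the samples in the name of its raw data do not match. The label was used, so that it is not certain that the channel taken for this sample is that of the female rat. If it is not, it is that of a male SNS rat, and every BYA result carries this doubt.
The authors deposited the scanner's intensities of 44254 spots per array, that is the mean signal of each spot and the median of its local background, with the scanner software's own background-subtracted and dye-normalized signals beside them. From the mean and background signals, the background was corrected by limma's normexp method with an offset of 50, and the 20 channels were brought to the same distribution by quantile normalization. Spots that the software had marked as outliers (1.18% of values) were left out. A probe was kept when it was well above background in all 4 samples of at least 1 condition, and the probes of a gene were averaged, which gave log2 levels of 17086 genes. The median share of spots well above background was 62.4% in SNS (from 51.6% to 74.9%), 75.5% in BNS (67.7% to 81.2%), 79.4% in BYS (72.8% to 84.5%), 65.0% in BYA (55.1% to 71.2%) and 68.4% in BYP (61.6% to 75.2%). The ratio of signal to local background, as the median over spots, was 6.89 in SNS, 15.9 in BNS and in BYS, 7.48 in BYA and 9.13 in BYP (medians of 4 samples). The number of arrays limits the precision of every value. Each condition lay on a slide of its own, with 1 BYA sample on a further slide, so that slide and condition cannot be told apart.
Conditions were compared with limma on the log2 levels, with the dye as a covariate and 1 estimate of the spread from all 20 samples, two-sided, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The combined criterion of the Methods was applied as well, after the effect of the dye had been removed. For it, the cut-off of a gene was set at 1 plus the square root of 2 times the sum of the squared coefficients of variation of both conditions, a formula chosen here because the paper's text gives the cut-off in words.

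**Figure D1:**
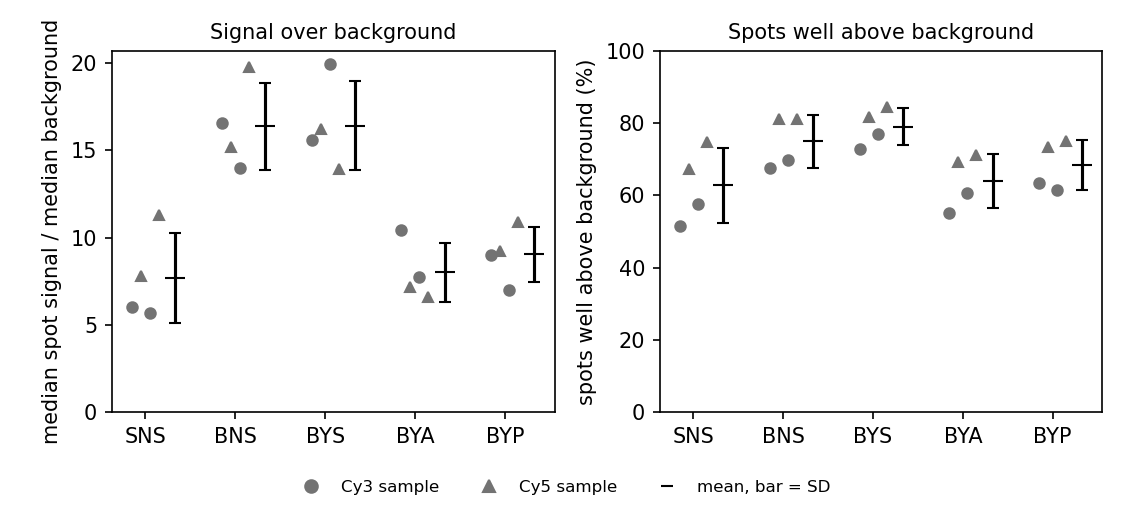
Signal over background (left, median over spots of the ratio of signal to local background) and share of spots well above background (right, in percent) for each of the 20 samples by condition, with Cy3 samples as circles, Cy5 samples as triangles and the mean with its SD in black. The ratio is about as high in BNS as in BYS, with medians of 15.9, and lower in the other conditions.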

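Between BYS and BNS females, limma called 5 of the 17086 genes, 4 higher and 1 lower in BYS, and 1183 genes (6.92%) had an unadjusted p under 0.05. The combined criterion called 1373 genes (8.04%), 550 up and 823 down. In 100 simulated pairs of groups with no difference and the spread of these samples, the criterion called 2.98% of the genes on average, from 0.215% to 9.35%. The noise of these and all other simulated groups was drawn sample by sample, without keeping the channels of an array together. Real groups with no difference may therefore give more calls. The number of genes called depended most on the adjustment of p, since the test of the Methods gave 1507 genes at its own threshold and 0 after Benjamini-Hochberg adjustment. It was also 0 when limma took the array as a random block. Samples of 1 condition had a mean distance of 0.261 on the log2 scale on the same array and of 0.362 on different arrays.
The 5 genes that limma called were Timp3, Pnma2, Tas2r110, Or13m2 and Klhl30, and in each of them all 4 BYS values lay on the same side of all 4 BNS values. The log2 level of Timp3 was 9.63 ± 0.36 (SD, n = 4) in BYS and 8.65 ± 0.13 (SD, n = 4) in BNS, a log2 fold change of 0.98 (standard error 0.157, limma adjusted p = 0.0291). Pnma2 had a log2 fold change of 0.83 (standard error 0.114, limma adjusted p = 0.0162) and Klhl30 one of −0.50 (standard error 0.0771, limma adjusted p = 0.0261). Tas2r110 and Or13m2 were not well above background in any BNS sample. Their fitted log2 fold changes, 0.71 for Tas2r110 (limma adjusted p = 0.0193) and 0.64 for Or13m2 (limma adjusted p = 0.0324), therefore depend on the background correction and are no lower bounds. With each sample left out in turn, the limma adjusted p of Timp3 ranged from 0.00201 (without BYS replicate 2, the one case under 0.05) to 0.141 (without BYS replicate 3), and that of Pnma2 from 0.00362 (without BYS replicate 4) to 0.108 (without BNS replicate 3). Tas2r110 remained under 0.05 without any 1 of the BYS samples and Or13m2 only without BYS replicate 4, and neither did without any 1 of the BNS samples. Klhl30 remained under 0.05 only without BYS replicate 2 or 4. With each channel scaled to the same median, the limma adjusted p was 0.828 for Tas2r110 and 0.733 for Or13m2, and it was above 0.05 for Klhl30 and Pnma2 too.

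**Figure D2:**
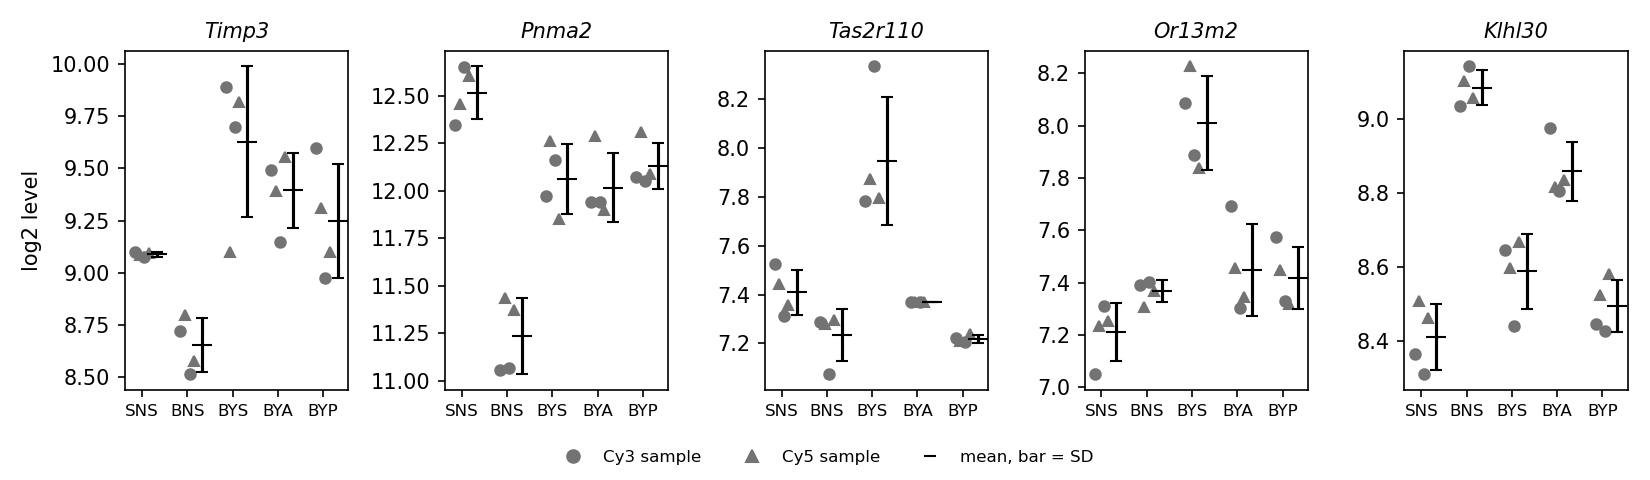
Log2 levels of the 5 genes called between BYS and BNS, for each of the 20 samples by condition, with Cy3 samples as circles, Cy5 samples as triangles and the mean with its SD in black. The 4 BYS samples lie above the 4 BNS samples in Timp3, Pnma2, Tas2r110 and Or13m2 and below them in Klhl30.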

The induced spasms regulated large number of genes in both sexes: 30.37% of the 17,198 unigenes quantified in males and 30.92% of the 16379 unigenes quantified in females. As illustrated in Fig. 2, the transcriptomic alterations extended to all five neurotransmission types considered. 

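The KEGG lists of the 5 types of synapse were not available, and lists written from the gene families of each synapse before the data were examined were used. By the combined criterion, 8 of 88 ACH genes were regulated in BYS (7 up, 1 down), 10 of 114 DA genes (5 up, 5 down), 3 of 95 GLU genes (all up), 4 of 73 GABA genes (2 up, 2 down) and 4 of 84 5HT genes (3 up, 1 down). Together the lists hold 258 different genes. limma called 0 of these, over all genes tested and adjusted over the list alone, and 21 of them had an unadjusted p under 0.05.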

Interestingly, although the overall percentage of significantly regulated genes was similar, the more accurate measure WPR (Weighted Pathway Regulation – see Methods) indicated females were significantly less affected than males (WPR_male_ = 3.966 vs WPR_female_ = 1.256). 

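WPR was computed from Eq. 1 with the p of the Methods' test and with levels in units of the median gene, a unit that the paper's text does not name. Over all genes of the females, WPR was 0.364 in BYS. As large a value came from 8 of the 35 splits of the 8 BYS and BNS samples into 4 and 4 (exact permutation test, p = 0.229, one-sided), so that it did not exceed the spread between samples. Simulated groups with no difference gave 0.331 on average, from 0.169 to 0.555 in 100 draws. The alternative that moved it most took SNS in place of BNS as the reference, with a WPR of 1.208 (exact permutation test, p = 0.0286, the smallest that 4 samples against 4 allow).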

The largest sex difference was registered for GABA transmission, where WPR_male_ = 11.150 was 7.3 × higher than WPR_females_ = 1.529.

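In females, WPR of the GABA genes in BYS was 0.453, against 0.400 for ACH, 0.388 for DA, 0.393 for GLU and 0.393 for 5HT genes. Without 1 sample, WPR of the GABA genes lay between 0.309 (without BYS replicate 1) and 0.623 (without BYS replicate 2). The GABA genes had the highest WPR of the 5 lists in 7 of these 8 cases, and DA genes had it without BNS replicate 1. The difference between the lists was not tested.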

**Figure 2:**
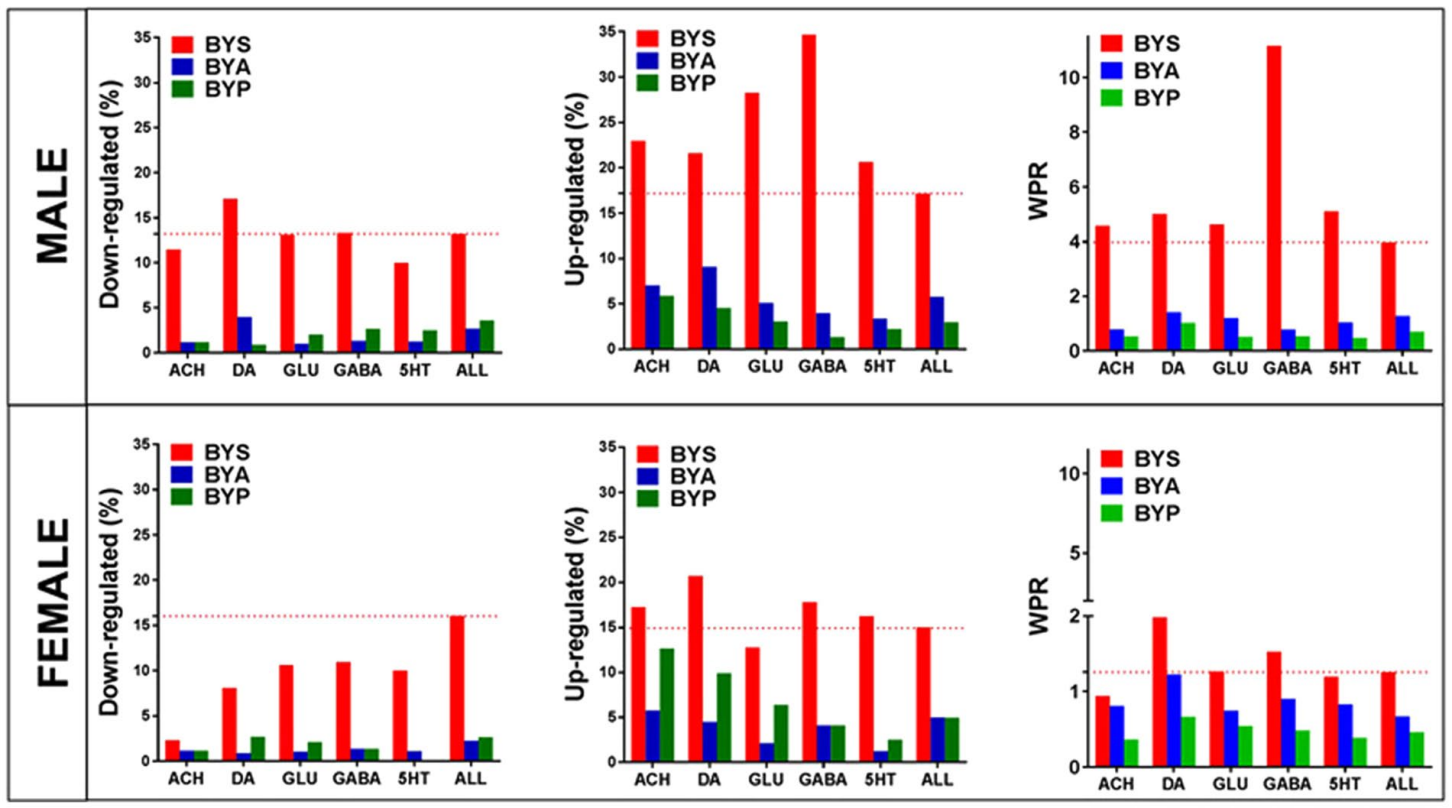
Transcriptomic alterations in response to NMDA-induced spasms in rats treated with ACTH (BYA), PMX53 (BYP) or just saline (BYS) compared to rats without IS (BNS). The alteration is presented as percentages of up-/down regulated genes and weighted pathway regulation (WPR) for the entire transcriptome (ALL) and each synapse pathway.

Moreover, as presented in Fig. 3 for the GABA synapse (and Supplementary Figs 1–4 for the other four synapses), spasms affected the genes in a very sex-dependent manner, with several genes being oppositely regulated in the two sexes. Thus, *Adcy5, Gabbr1, Gabarapl2, Gls* were up-regulated in males but down-regulated in females, while *Akt1, Cacna1b, Gng5, Plcb1, Slc6a1* were down-regulated in males but up-regulated in females. However, genes including: *Adcy3, Chrm4, Creb3l1, Fos, Fyn, Gani1, Gnb1, Glul, Jak2, Kcnj3, Kras, Nras, Slc18a3* were regulated in males but not in females, whilst: *Chrna4, Hras, Kcnj14, Kcnj6, Pik3ca, Prkaca* etc were regulated in females but not males.

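In females, Gabarapl2 had a log2 level of 12.78 ± 0.21 (SD, n = 4) in BYS and 13.09 ± 0.11 (SD, n = 4) in BNS, a log2 fold change of −0.30 (standard error 0.109, limma adjusted p = 0.571). The combined criterion called it down, with a ratio of 0.813 and a cut-off of 1.183. The log2 fold changes were 0.020 for Adcy5, −0.0076 for Gabbr1, −0.11 for Akt1, −0.036 for Cacna1b, −0.0022 for Gng5 and 0.14 for Plcb1. The criterion called none of these, and their limma adjusted p was 0.867 (Plcb1) or higher. With each sample left out in turn, the sign changed for Adcy5, Gabbr1, Akt1, Cacna1b and Gng5 but not for Gabarapl2 or Plcb1. With each channel scaled to the same median, Gabarapl2 had a log2 fold change of 0.13, of the opposite sign, where the median log2 fold change of all genes was 0.147.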

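Among the 13 genes listed first, with Gani1 read as Gnai1, the combined criterion called 2 in BYS females, 1 of them Fyn (up, ratio 1.414, cut-off 1.382). Fos had the largest log2 fold change among them, 1.02 (standard error 0.444, limma adjusted p = 0.671), with values from 0.55 (without BYS replicate 3) to 1.33 (without BYS replicate 1). Of the 6 genes listed as regulated in females, the criterion called Kcnj14, with a ratio of 1.216 and a cut-off of 1.203. Pik3ca, with a ratio of 1.091, fell just short of its cut-off of 1.092. The limma adjusted p of these 6 genes was 0.612 (Kcnj14) or higher.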

**Figure 3:**
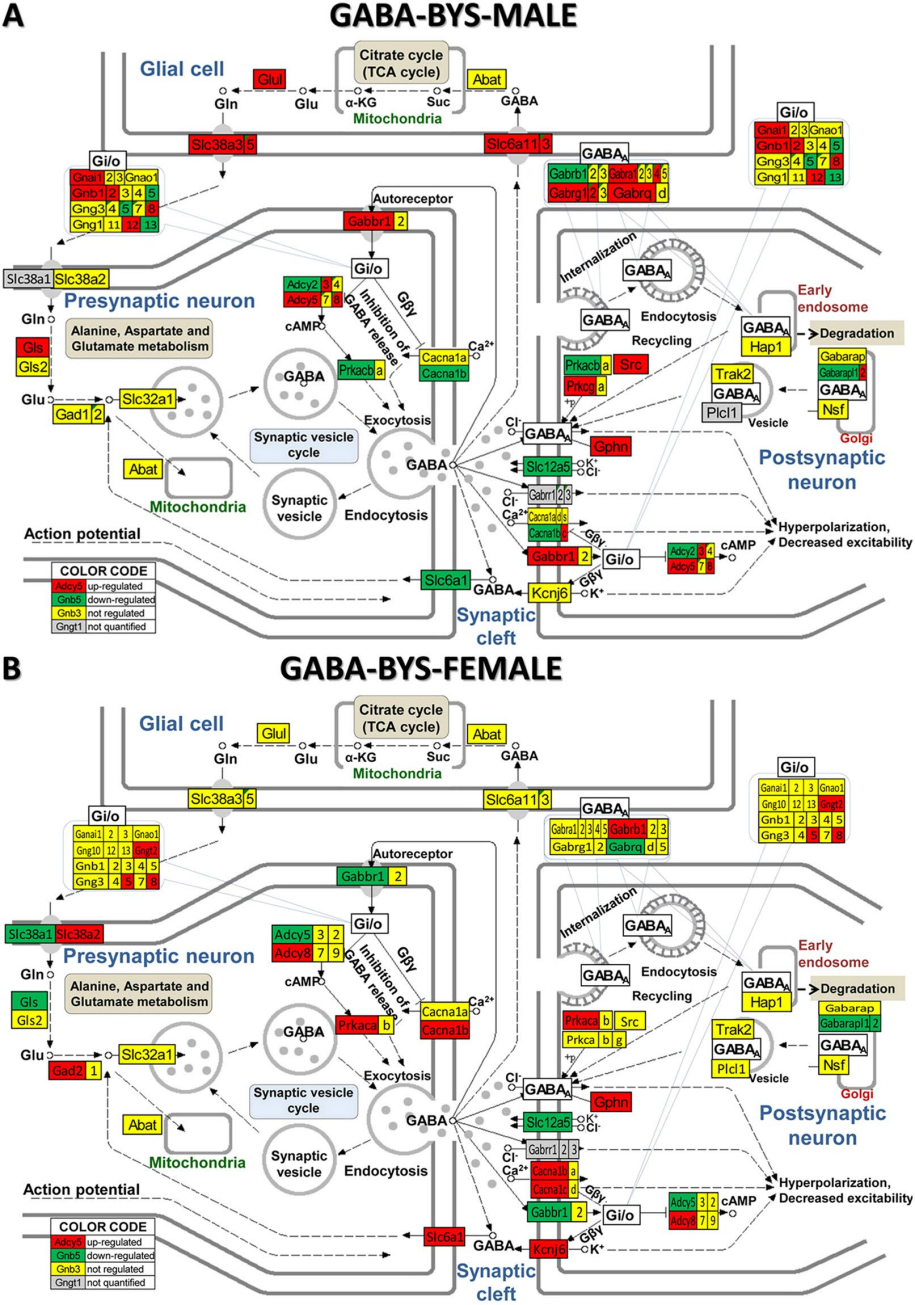
KEGG (www.kegg.jp/kegg/kegg1.html) map of regulation of the GABAergic synapse pathway in the arcuate nucleus of saline-treated betamethasone–primed male (**A**) and female (**B**) rats with NMDA-induced infantile spasms (BYS) compared to counterparts without spasms (BNS). Inset tables indicate how the composing genes of the labelled Gi/o (G-proteins) block are regulated in that condition. Gene symbol background indicates whether expression of a gene was upregulated (red), downregulated (green), unaltered (yellow) or not quantified (grey).

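The map of the GABA synapse in females (Fig. 3B), with the genes named in the text, gives 21 genes a direction in BYS. In 11 of them the fitted change from BNS to BYS had the same sign. The combined criterion called 1 of the 21 (Gabarapl2) in the direction of the map and 0 in the other, and their lowest limma adjusted p was 0.571.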

Supplementary Table 1 lists the neurotransmission genes that were oppositely regulated by the IS in the two sexes.

### Recovery in response to ACTH and PMX53 treatments

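Against BNS, the combined criterion called 1888 genes (11.05%) in BYA females and 2809 genes (16.4%) in BYP females. limma called 20 genes in BYA (14 higher, 6 lower; 2241 at an unadjusted p under 0.05) and 257 genes in BYP (111 higher, 146 lower; 3044 at an unadjusted p under 0.05). With the array as a random block, it called 1 gene in BYA and 15 in BYP. A simulated treated group with the means of BYS had 11.3% of the genes regulated, from 5.78% to 17.7% in 100 draws. These draws took the observed BYS means, noise included, as true and added further noise. They therefore do not show what a treatment without effect would give. When treated groups were compared with BYS directly, limma called 0 genes in BYA (1379 at an unadjusted p under 0.05) and 6 in BYP (1451), 2 higher and 4 lower. With each channel scaled to the same median in place of quantile normalization, limma called 0 genes between BYP and BNS and 2825 between BYP and BYS.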

The recovery was beyond any statistical doubt (heteroscedastic *t*-test) when comparing the percentages of regulated genes in the treated BYA and BYP conditions to the untreated BYS condition (Fig. 2). The p-values for significant change in percentage of down-regulated genes were: p-val_(ACTH)_ < 0.0002, p-val_(PMX53)_ <0.0011 for males and p-val_(ACTH)_ = 8.7E-6, p-val_(PMX53)_ = 2.0E-5 for females. 

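The share of genes that the combined criterion called down in females was 4.82% in BYS, 4.97% in BYA and 8.18% in BYP. The order depended on the scaling. With each channel scaled to the same median, the share called up or down was 5.61% in BYS, 5.74% in BYA and 3.42% in BYP. In the 5 synapse lists, the number of genes called down in BYS, BYA and BYP was 1, 1 and 2 for ACH, 5, 2 and 4 for DA, 0, 1 and 2 for GLU, 2, 1 and 2 for GABA, and 1, 2 and 3 for 5HT. The lists share genes, so their values are not independent, and no test over lists was run.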

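In females, 3.22% of the genes were called up in BYS, 6.08% in BYA and 8.26% in BYP. For the synapse lists, the genes called up in BYS, BYA and BYP numbered 7, 7 and 18 for ACH, 5, 10 and 12 for DA, 3, 4 and 9 for GLU, 2, 2 and 6 for GABA, and 3, 6 and 8 for 5HT.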

The p-values for the changes in the up-regulated genes were: p-val_(ACTH)_ = 0.0022, p-val_(PMX53)_ = 5.8E-6 for males and p-val_(ACTH)_ = 0.0021, p-val_(PMX53)_ = 0.0021 for females.

Figure 4 presents the recovery of the entire ARC transcriptome and of the transcriptomes associated to the five types of neurotransmission following either treatment using our original scores; GER (Gene Expression Recovery) and PRE (Pathway Restoration Efficiency).

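Over all genes of the females, WPR against BNS was 0.487 in BYA and 0.572 in BYP. For both, none of the other splits of the 8 samples gave as large a value (exact permutation test, p = 0.0286, one-sided, the smallest that 4 samples against 4 allow). This test takes both channels of an array as independent. They are not, since samples of 1 condition had a mean distance of 0.261 on the same array and of 0.362 on different arrays. With 1 sample left out, the p of the same test lay between 0.0571 and 0.229 in BYA, and between 0.0286 and 0.143 in BYP, above 0.05 in 6 of 8 cases. With each channel scaled to the same median, WPR was 1.073 in BYA (exact permutation test, p = 0.257) and 0.488 in BYP (exact permutation test, p = 0.571).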

**Figure 4:**
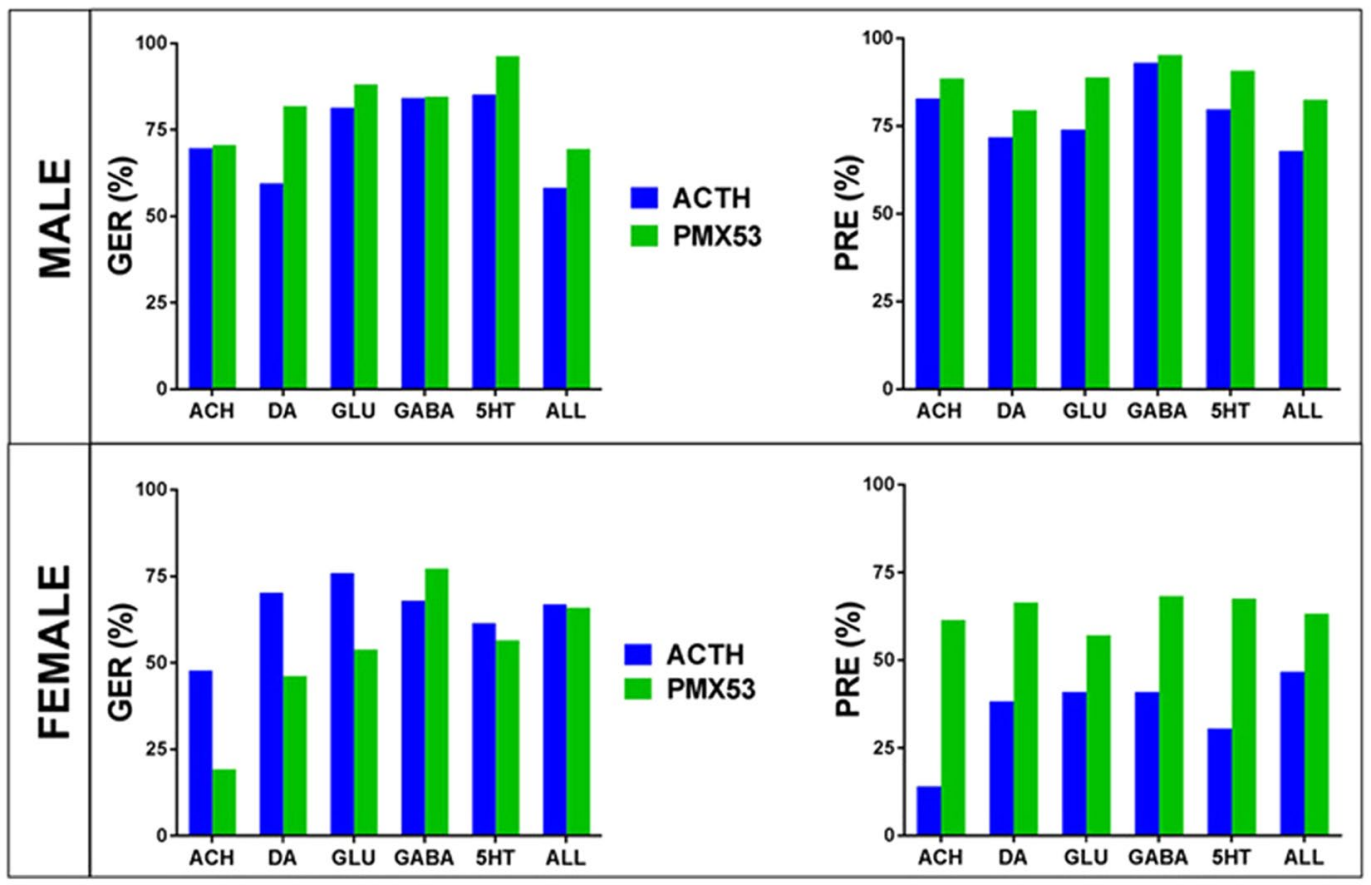
Recovery of gene expression following the two treatments in male and female rats with NMDA-induced spasms as quantified by the Gene Expression Recovery (GER) and Pathway Restoration Efficiency (PRE). Note that PRE indicates PMX53 is more efficient than ACTH for both sexes.

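PRE over all genes of the females was −33.9% after ACTH (exact permutation test over 70 relabellings of the BYA and BYS samples, p = 0.429, two-sided) and −57.2% after PMX53 (p = 0.171 from the same permutation test with BYP). A simulated treated group with the means of BYS gave a PRE of −30.8% on average, from −72.8% to 4.16% in 100 draws, and one with the means of BNS gave 49.5%, from 0.942% to 81.1%. These draws took the observed means, noise included, as true, so they mark neither no recovery nor full recovery. With the BNS means, 0.674% of the genes were regulated on average, against 2.98% in simulated groups with no difference. PRE after PMX53 was 52.6% when each channel was scaled to the same median (exact permutation test, p = 0.0571).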

GER (defined in Methods) was preferred over the traditional reduction of percentage of regulated genes because it considers both the IS-regulated genes restored by treatment and the genes not affected by IS but regulated by the treatment. Even more powerful than GER is PRE which takes into account alteration and recovery of all pathway genes, not only the significantly regulated, according to arbitrarily introduced criteria. 

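In females, the difference in PRE over all genes, PMX53 minus ACTH, was −23.3 percentage points. Relabelling the BYA and BYP samples gave as large a difference in 30 of 70 cases (exact permutation test, p = 0.429, two-sided). With each channel scaled to the same median, the difference was 56.8 (exact permutation test, p = 0.0571), and so of the opposite sign.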

Interestingly, according to PRE criterion PMX53 treatment appeared to be even more efficient than the classical ACTH treatment (p-val_male_ = 0.029, p-val_female_ = 0.001. However, the differences were not statistically significant with respect to the GER criterion (p-val_male_ = 0.106, p-val_female_ = 0.107). 

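GER in females was lower after PMX53 than after ACTH in each of the 5 synapse lists. It was 0% after ACTH and −48% after PMX53 for ACH, −11.1% and −24% for DA, −33.3% and −57.1% for GLU, 14.3% and −36.4% for GABA, and −36.4% and −53.8% for 5HT. These values rest on few genes, for example 3 recovered and 7 newly regulated GABA genes after PMX53, and GER has no test with animals as units. With 1 sample left out in turn, the ranges after ACTH and after PMX53 overlapped in each list. For GABA they ran from −50% to 60% after ACTH and from −77.8% to −15.4% after PMX53. With each channel scaled to the same median, GER over all genes was −1.42% after ACTH and 26.7% after PMX53, the opposite order.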

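PRE of the synapse lists in females was −5.12% after ACTH and −3.26% after PMX53 for ACH, 4.11% and 1.63% for DA, −13.7% and −46.4% for GLU, 13.0% and 8.95% for GABA, and −10.1% and −5.58% for 5HT. With 1 sample left out in turn, the difference between the treatments (PMX53 minus ACTH) took both signs in each of the 5 lists, from −28.2 to 42.5 for GABA.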

One may note that, while GER and PRE agrees for male that PMX53 was slightly more effective, for females they agree only for the GABA pathway, pointing to the errors caused by the arbitrary cut-offs in considering a gene as significantly regulated and neglecting the differential contributions of the genes to the global pathway transcriptomic alteration and recovery.

Figure 5 shows the GABAergic signalling pathway in male and female rats with NMDA-induced infantile spasms after ACTH treatment and Fig. 6 the GABAergic signalling pathway in male and female rats with NMDA-induced infantile spasms after PMX53 treatment. By comparing BYA (Fig. 5) and BYP (Fig. 6) conditions with the BYS condition (Fig. 3) the substantial recovery of the normal GABA transcriptome in both sexes resulting from either treatment is clear. 

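In the GABA list of the females, the combined criterion called 3 genes in BYA and 8 in BYP against BNS, and of the 4 genes called in BYS it called none again in BYA and 1 in BYP. It called 3 genes in BYA and 7 in BYP that it had not called in BYS. limma called 0 of the 73 GABA genes in either treated condition (5 in BYA and 9 in BYP at an unadjusted p under 0.05). Of the genes that the maps of Fig. 5B and Fig. 6B give a direction, 3 of 3 had the same sign in BYA, 2 of them called by the criterion, and 4 of 4 in BYP, all called. From the comparison of the maps of BYA and BYP with that of BYS, the paper concludes that either treatment led to a substantial recovery of the normal GABA transcriptome.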

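Between BYP and BYA females, limma called 27 genes, 6 higher and 21 lower in BYP (2328 at an unadjusted p under 0.05). Without BYA replicate 3, the sample on a slide of its own whose channel is not certain, it called 265, and without BYA replicate 2 it called 0. It also called 0 with the array as a random block, with each channel scaled to the same median, and in a fit of only the 8 samples compared. Other alternatives called more. Loess within and Aquantile between the 9 arrays with both channels, with 2 BYA samples, gave 521, most of them higher in BYP (428 higher, 93 lower). The slide as a random block, which nearly coincides with the condition, gave 1020 (490 higher, 530 lower). The criterion called 0 of the 73 GABA genes between the treatments, and limma called none (3 at an unadjusted p under 0.05).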

There are also some differences between the results of the two treatments for the same sex as between sexes for the same treatment. 

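For the other synapses of the females, the combined criterion called 8 ACH, 12 DA, 5 GLU and 8 5HT genes in BYA against BNS, and 20, 16, 11 and 11 in BYP. limma called 0 genes of the 5 lists in BYA (23 at an unadjusted p under 0.05) and 3 in BYP (43 at an unadjusted p under 0.05), and 3 in BYP adjusted over the list alone. Among these, named after their values were seen, Creb3l1 had a log2 fold change of 0.62 (limma adjusted p = 0.0404) and Cyp2j4 one of −0.37 (limma adjusted p = 0.0382).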

We found similar recovery following the two treatments for both sexes in all other four synaptic pathways (illustrated in Supplementary Figs 5–12).

**Figure 5:**
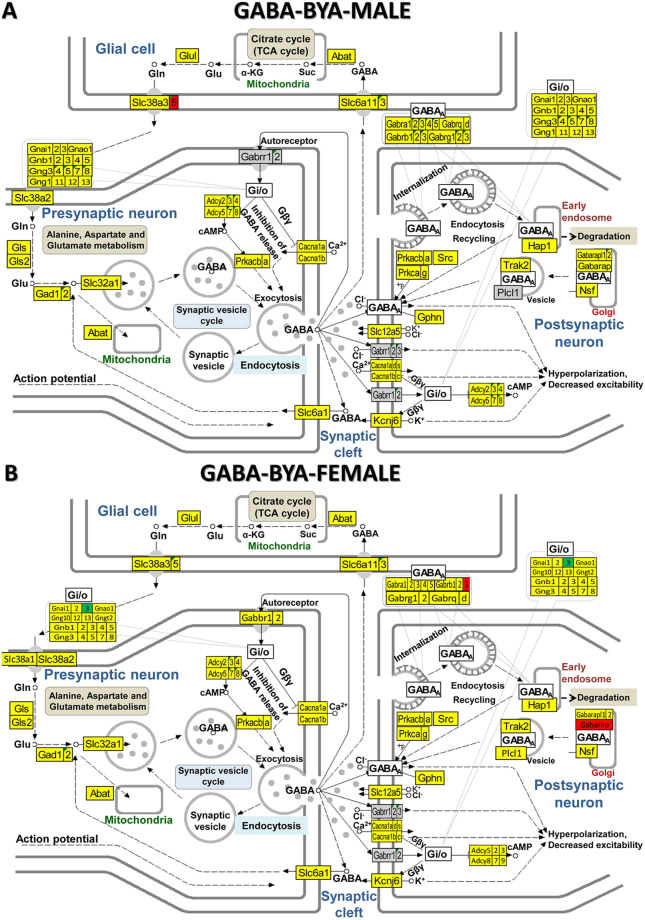
KEGG (www.kegg.jp/kegg/kegg1.html) map of regulation of the GABAergic synapse pathway in the arcuate nucleus of ACTH-treated betamethasone–primed male (**A**) and female (**B**) rats with NMDA-induced infantile spasms (BYA) compared to counterparts without spasms (BNS).

**Figure 6:**
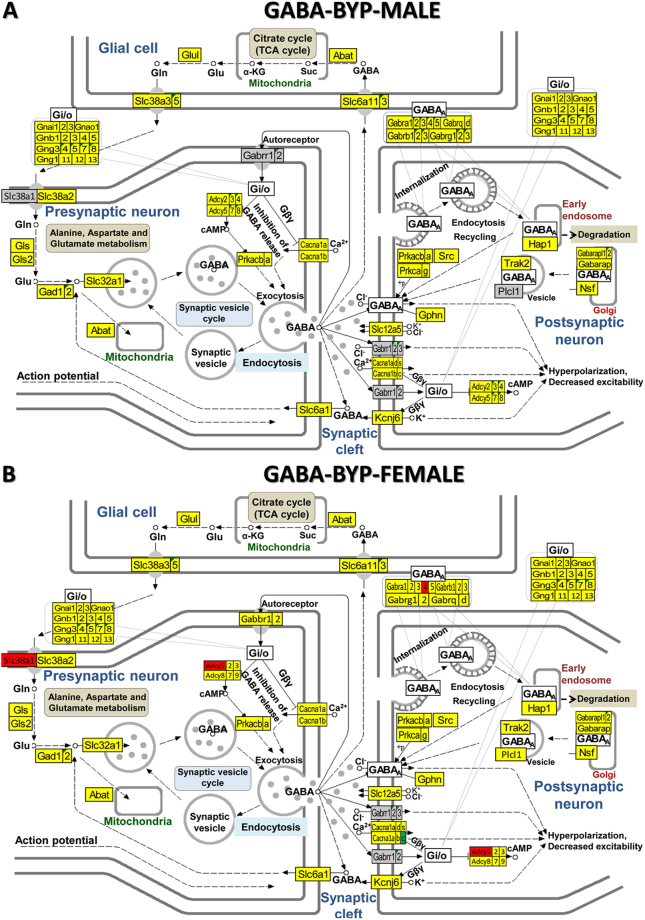
KEGG (www.kegg.jp/kegg/kegg1.html) map of regulation of the GABAergic synapse pathway in the arcuate nucleus of PMX53-treated betamethasone–primed male (**A**) and female (**B**) rats with NMDA-induced infantile spasms (BYA) compared to counterparts without spasms (BNS).

## Discussion

Numerous authors have identified genes altered in IS within glutamatergic and GABAergic neurotransmission^1,33–36^, indicated a role of serotonergic dorsal raphe nuclei in IS^37,38^ or suggested possible involvement of dopaminergic^39–41^ and cholinergic^42,43^ transmission in IS. Using gene expression microarrays and advanced analytical tools, our report, on the hypothalamic ARC of young male and female rats, provides additional findings related to IS-associated transcriptomic changes and recovery in response to two different treatments. It is the first part of a larger study involving both sexes and two well-defined brain regions: the ARC and the paraventricular node.

In a previous paper^26^, we presented how prenatal exposure to glucocorticoids affects the glutamatergic and GABAergic systems in the absence of spasms (compared BNS and SNS groups). Here, we studied what happens to betamethasone-primed rats after a series of NMDA-triggered spasms. Compared to the BNS group, BYS rats have had regulated all five neurotransmission pathways in percentages from 30% (5HT) to 48.0% (GABA) in males and from 20% (ACH) to 29% (DA, GABA) in females. 

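By the combined criterion, the share of genes regulated in BYS females was 9.09% for ACH, 8.77% for DA, 5.48% for GABA, 4.76% for 5HT and 3.16% for GLU. With each sample left out in turn, it ranged from 4.55% to 9.09% for ACH, from 5.26% to 10.5% for DA, from 1.37% to 8.22% for GABA, from 2.38% to 9.52% for 5HT and from 1.05% to 8.42% for GLU, so that the order of the lists did not exceed the spread between samples.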

Interestingly, while the average alteration of neurotransmission (39%) in males was larger than the average alteration of their transcriptome (30%), in females the opposite was true with neurotransmission genes (25% regulated) appearing more protected against IS effects than the overall transcriptome (31% regulated).

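The mean share of regulated genes over the 5 lists was 6.25% in BYS females. It was 7.7% in BYA and 14.5% in BYP, in both below the share over all genes of the same condition.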

The standard analysis of the percentage of regulated genes is affected by the arbitrarily introduced cut-offs for the absolute fold-change (FC) and p-value of the *t*-test. We have replaced the fixed FC cut-off for all genes (e.g. 1.5×) with a value computed separately for each gene to account for the expression variability within biological replicas and technical noise of the probing spot(s) on the microarray. However, even with this refinement, the percentage analysis still ignores the non-significantly regulated genes, while considering the regulated ones as equal contributors to the pathway alteration. By contrast, the Weighted Pathway Regulation takes into account all pathway genes, weighting their contribution proportional to their normal expression level, net fold-change (FC-1) and confidence (1-p_val_) of their significant regulation.

WPR analysis confirmed that in males, the neurotransmission genes were more affected than the rest of the genome (WPR^neurotransmission^ = 6.090, WPR^all genes^ = 3.966), with GABA pathway topping the list of impaired synapses with WPR^GABA^ = 11.150. The value of WPR to characterize the pathways’ alterations is evident when comparing different synapses. Thus, while in males, the percentage of the regulated GABA genes exceeds by only 16% that of GLU genes, WPR^(GABA)^ score exceeds by 141% WPR^(GLU)^ because of the larger regulation of GABA than of GLU genes. WPR also indicated that in females the overall transcriptomic alteration was 3.2× less of the overall alterations in males and that the average neurotransmission (WPR^neurotransmission^ = 1.380) was just a little more affected than the entire transcriptome (WPR^all genes^ = 1.256).

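WPR averaged over the 5 lists was 0.405 in BYS females, 0.413 in BYA and 0.439 in BYP. Only the value over all genes was tested by permutation.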

Transcriptomic alterations do not stop at the expression level but also affect gene networks driving remodeling of entire synaptic transmission pathways. We proved recently^29^ that gene networks associated with glutamatergic transmission depend on species (mouse, rat), sex, brain region (hypothalamic arcuate nucleus, striatum and prefrontal cortex) and are affected by the prenatal exposure to betamethasone. We have shown also that neuropeptide Y coupling to glutamatergic and GABAergic transmission genes is strongly dependent on the sex hormones^44^. Transcriptomic networks (that may cross the cell’s boundaries)^45^ ensure the “transcriptomic stoichiometry” of the functional pathways so that the participating genes are expressed in the right proportions^46^.

We found that the IS-related transcriptomic alterations were largely corrected by both ACTH and PMX53 as indicated by reduced percentages of significantly regulated genes (Fig. 4). Thus, ACTH reduced significantly regulated ARC genes by 72% in males and by 77% in females, while PMX53 reduced the percentage by 78% in males and 75% in females. These percentages explain why spasms, which are the likely trigger for the observed gene expression changes, were blocked by both treatments. However, neither treatment was free of side effects, regulating genes that were not initially affected by IS. Therefore, instead of percent reduction of regulated genes we have used GER and PRE scores (defined in Methods). 

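In females, the percent reduction of regulated genes from BYS to the treated condition was −37.5% for ACTH and −105% for PMX53, where a negative value stands for more regulated genes after treatment than in BYS. Without 1 sample, it lay between −73.7% and 8.26% for ACTH, with the highest value without BYA replicate 4, and between −158% and −47.1% for PMX53. It was −2.29% for ACTH and 39.1% for PMX53, the latter of the opposite sign, when each channel was scaled to the same median.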

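In females, 1488 genes that were not regulated in BYS were called in BYA and 2193 in BYP, while 973 genes regulated in BYS were no longer called in BYA and 757 in BYP. Of the regulated genes in BYS, 391 kept their direction in BYA and 615 in BYP. The fitted level lay farther from BNS in BYA than in BYS for 59.5% of the genes, and in BYP for 64.7%. Simulated groups with no difference gave 51.3% on average, from 36.6% to 67.9%.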

By considering the side effects, GER evaluates the recovery by ACTH in males at 58% and in females at 70%, compared to PMX53 at 69% in males and 66% in females. 

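GER over all genes of the females was −18.0% after ACTH and −40.3% after PMX53. A simulated treated group with the means of BYS gave −20% on average, from −52% to 20.8% in 100 draws, and one with the means of BNS gave 86.3%, from 32.2% to 100%. As for PRE, these draws took the observed means as true and mark neither no recovery nor full recovery. Without BYA replicate 4, GER after ACTH was 4.77%. With each channel scaled to the same median, GER after PMX53 was 26.7%.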

For genes listed in Supplementary Table 2, both treatments were “too” effective, switching the regulation from down- in BYS to up- in BYA or BYP, and vice-versa. 

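In females, 9 genes called down in BYS were called up in BYA and 1 in BYP, with 0 genes switched by both treatments. The gene switched in BYP is a probe without a gene name in the files. Simulated groups with no difference switched 1.06 genes on average, from 0 to 14. In all 3 conditions, 237 genes were called in the same direction, against 71.2 in simulated groups that shared the BNS samples, from 0 to 463.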

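In females, 1 gene was called in the same direction in BYS and in BYP and in the other direction in BYA, LOC681193, named after its values were seen. Its log2 fold change against BNS was −0.088 in BYS (limma adjusted p = 0.902), −0.13 in BYP (limma adjusted p = 0.334) and 0.16 in BYA (limma adjusted p = 0.314). No gene was kept in BYA and switched in BYP.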

We have also found genes (Supplementary Table 3) whose significant IS-related regulation was maintained by one treatment and reversed by the other.

Our previous studies indicated that ACTH suppresses the occurrence of NMDA-triggered spasms in both sexes^20,24^. Here we show that the complement C5ar1 receptor antagonist, PMX53, also reduced spasms, suggesting contribution of the innate inflammatory system, represented by C5a, to IS. The involvement of the inflammatory system in IS was recently documented by the increase of cytokines IL6 and IL17A in patients with IS prior to treatment initiation compared to healthy individuals^47,48^.

By enhancing the adrenal response with negative hypothalamic feedback of the hypothalamo-pituitary-adrenal axis ACTH may directly rectify some of the IS effects but the mechanisms of action of PMX53 are likely more complex. PMX53 has anticonvulsant effects in mouse models of epilepsy^10^, is neuroprotective^49^ and suppresses activation of the hypothalamo-pituitary-adrenal axis in an LPS-induced activation model^4,50^. These characteristics suggest that PMX53 may provide better protection against spasms and a better transcriptomic recovery from the IS phenotype.

In conclusion, treatment of the phenotype of spasms, either with a standard ACTH treatment or with a novel anti-inflammatory drug, PMX53, significantly rectified detrimental changes to gene transcription. Our microarray data indicate that the recovery of the normal level of gene transcription may correspond to the observed efficacy of the drug against the spasms.

## Methods

### Animals, seizures and treatments

We used offspring of timed-pregnant Sprague Dawley rats (Taconic Farms) purchased on gestational day 8 (G8). Rats were housed in our AAALAC-accredited animal facility for 7 days with free access to chow and water. All experiments were approved by New York Medical College Institutional Animal Care and Use Committee and conform to the Guide for the Care and Use of Laboratory Animals, 8th edition.

Experiments were performed using our model of infantile spasms^18,19^ consisting of prenatal priming and postnatal trigger of spasms. As illustrated in Fig. 1A, the rats were prenatally primed (on gestational/embryonic day 15; G15) with two doses of betamethasone (0.4 mg/kg each) delivered to pregnant mother intraperitoneally (controls received saline). After birth on G23 (postnatal day 0 = P0), rats were weighted and sexed. Later, rat pups received repeated administration of N-methyl-D-aspartic acid (NMDA) on P12, P13 and P15, which triggered spasms. After the spasms induced by the first trigger dissipated (on P12), the pups were randomized into treatment groups (Fig. 1B). Pups were treated with either ACTH (twice on P12 and three times a day on P13 and P14, each dose of 0.3 mg/kg sc; the effective treatment paradigm in our IS model)^20,24^, PMX53 (one daily dose of 0.6 mg/kg sc on P12, P13, P14 and P15; effective previously against seizure in epilepsy models)^10^ or saline as control, on P12, P13, P14 and P15. Spasms were followed for 60 min after the trigger and latency to onset of spasms from the trigger and number of spasms was calculated during the observation period. ANOVA with post-hoc Fisher’s Protected Least Square Degree test was used to evaluate data. Level of significance was preset to p < 0.05. For the microarray study, all rats were sacrificed at P15 under deep CO_2_ anaesthesia, the hypothalamic arcuate nuclei were dissected and immediately immersed in liquid nitrogen for later processing.

### Microarrays

We used our standard protocol^51^ for the extraction, purification, quantification, quality control, reverse transcription and fluorescent labelling of total RNA. RNA samples were hybridized with Agilent two-colour gene expression rat 4 × 44k arrays in the “multiple yellow” design that provides maximum flexibility in comparing the conditions and 100% usage of the resources^52^. Recently^53^, we have introduced a new combined criterion to consider a gene as differentially expressed between two conditions. The criterion requires that the absolute expression ratio exceeds the pooled contribution of the combined biological and technical variabilities in the compared conditions, and the p-value of the heteroscedastic (i.e. two-sample unequal variance) *t*-test of the means’ equality is below 0.05. The heteroscedastic *t*-test of the means’ equality was selected to account for the most likely case of two-tailed distributions of values with unequal variances.

#### Synapse Pathway regulation

Kyoto Encyclopedia of Genes and Genomes^54–56^ developed by Kanehisa Laboratories (http://www.genome.jp) was used to select the genes responsible for the rat cholinergic (ACH, map04725), glutamatergic (GLU, map04724), GABAergic (GABA, map04727), dopaminergic (DA, map04728) and serotonergic (5HT, map04726) transmissions. 

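The lists used here hold 109 ACH, 125 DA, 112 GLU, 87 GABA and 106 5HT genes. Of these, 88, 114, 95, 73 and 84 were among the genes whose probes passed the filter on signal above background in the females.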

We quantified 97 distinct ACH genes in males and 87 in females, 120 DA genes in males and 112 in females, 110 GLU genes in males and 95 in females, 85 GABA genes in males and 73 in females, and 118 5HT genes in males and 80 in females. The lower number of distinct synapse genes quantified in females was caused by the higher biological variability among the female samples. Some of these genes were common to two or more synapses (e.g *Cacna1c* = calcium channel, voltage-dependent, L type, alpha 1 C subunit is common to all above-mentioned types of synaptic transmission). For each synapse, we identified and counted the genes that have been significantly up-/down-regulated in the animals with seizures and with or without treatment (BYS, BYA, BYP) with respect to the prenatally betamethasone exposed animals without seizures (BNS).

Weighted Pathway Regulation (WPR, Eq. 1)^57^ was used to better reflect the transcriptomic changes with synapse Γ (=ACH, GLU, GABA, DA, 5HT) pathway in condition α (=BYS, BYA, BYP) with respect to BNS.

1 $$\begin{array}{l}WP{R}_{{\rm{\Gamma }}}^{(\alpha )}=\mathop{\underbrace{{\langle {\mu }_{i}^{(BNS)}(|{x}_{i}^{(\alpha \to BNS)}|-1)(1-{p}_{i}^{(\alpha \to BNS)})\rangle }_{i\in {\rm{\Gamma }}}}}\limits_{{\rm{a}}{\rm{v}}{\rm{e}}{\rm{r}}{\rm{a}}{\rm{g}}{\rm{e}}\,{\rm{o}}{\rm{n}}\,{\rm{a}}{\rm{l}}{\rm{l}}\,{\rm{\Gamma }}-\text{pathway}\,{\rm{g}}{\rm{e}}{\rm{n}}{\rm{e}}{\rm{s}}},\quad {\rm{\forall }}\alpha =BYS,BYA,BYP\\ {\mu }_{i}^{(\beta )}={\rm{m}}{\rm{e}}{\rm{a}}{\rm{n}}\,\exp \,{\rm{l}}{\rm{e}}{\rm{v}}{\rm{e}}{\rm{l}}\,{\rm{o}}{\rm{f}}\,{\rm{g}}{\rm{e}}{\rm{n}}{\rm{e}}\, \mbox{``} {\rm{i}}\mbox{''}\,{\rm{i}}{\rm{n}}\,4\,{\rm{r}}{\rm{e}}{\rm{p}}{\rm{l}}{\rm{i}}{\rm{c}}{\rm{a}}{\rm{s}}\,{\rm{o}}{\rm{f}}\,{\rm{c}}{\rm{o}}{\rm{n}}{\rm{d}}{\rm{i}}{\rm{t}}{\rm{i}}{\rm{o}}{\rm{n}}\,\beta =\alpha ,BNS\\ {p}_{i}^{(\alpha \to BNS)}\equiv {p}_{val},\,\text{heteroscedastic}\,{\rm{t}} \mbox{-} \text{test}\,{\rm{o}}{\rm{f}}\,\text{means}\mbox{'}\,{\rm{e}}{\rm{q}}{\rm{u}}{\rm{a}}{\rm{l}}{\rm{i}}{\rm{t}}{\rm{y}}\\ {x}_{i}^{(\alpha \to BNS)}=\{\begin{array}{ccc}\frac{{\mu }_{i}^{(\alpha )}}{{\mu }_{i}^{(BNS)}} & if & {\mu }_{i}^{(\alpha )}\ge {\mu }_{i}^{(BNS)}\\ -\frac{{\mu }_{i}^{(BNS)}}{{\mu }_{i}^{(\alpha )}} & if & {\mu }_{i}^{(\alpha )} < {\mu }_{i}^{(BNS)}\end{array},\quad \text{fold} \mbox{-} \text{change}\,(\text{negative}\,{\rm{f}}{\rm{o}}{\rm{r}}\,\text{down} \mbox{-} \text{regulation})\end{array}$$

#### Transcriptomic recovery

We have evaluated the transcriptomic recovery by using both the Gene Expression Recovery (GER) and the Pathway Restoration Efficiency (PRE)^57^.

2 $$GE{R}_{{\rm{\Gamma }}}^{treat}=\frac{\{DX\}+\{UX\}-\{XD\}-\{XU\}}{\{DX\}+\{UX\}+\{XD\}+\{XU\}+\{DD\}+\{DU\}+\{UD\}+\{UU\}}\times 100 \% $$

where:*treat* = BYA, BYP,{*AB*} = number of genes that were *A*(*=U*(*up*)/*D*(*down*)/*X*(*not*) regulated) in theBYS/BNS comparison and *B*(*=D*/*U*/*X*) regulated in *treat/BNS* comparison.

GER subtracts the percentage of genes not affected by IS but regulated by the treatment (i.e. {XU}/all regulated genes, {XD}/all regulated genes) from the percentage of genes regulated by IS but restored by the treatment (i.e. {DX}/all regulated genes, {UX}/all regulated genes). Thus, GER takes into account both the positive effect of genes recovering their normal expression and the side effect of the treatment altering the genes otherwise not affected by the disease. We have previously used this measure (then termed TRE = Transcriptomic Recovery Efficiency) to evaluate the transcriptomic recovery efficacy of the bone marrow stem cell transplant in treating the chronic Chagasic cardiomyopathy^58^ and the myocardial infarct^59^. However, since for GER the contributions of all regulated/recovered genes are equal, we computed also PRE to determine the percent reduction of the WPR following the treatment.

3 $$PR{E}_{{\rm{\Gamma }}}^{(BYA)}=(1-\frac{WP{R}_{{\rm{\Gamma }}}^{(BYA)}}{WP{R}_{{\rm{\Gamma }}}^{(BYS)}})\times 100 \% ,\quad PR{E}_{{\rm{\Gamma }}}^{(BYP)}=(1-\frac{WP{R}_{{\rm{\Gamma }}}^{(BYP)}}{WP{R}_{{\rm{\Gamma }}}^{(BYS)}})\times 100 \% $$

Possible outcomes:

$$\begin{array}{l}WP{R}_{{\rm{\Gamma }}}^{(BYA/BYP)}=0\Rightarrow PR{E}_{{\rm{\Gamma }}}^{(BYA/BYP)}=100 \% ,\quad {\rm{full}}\,{\rm{recovery}}\\ WP{R}_{{\rm{\Gamma }}}^{(BYA/BYP)} < WP{R}_{{\rm{\Gamma }}}^{(BYS)}\Rightarrow 0 < PR{E}_{{\rm{\Gamma }}}^{(BYA/BYP)} < 100,\quad {\rm{positive}}\,{\rm{effect}}\\ WP{R}_{{\rm{\Gamma }}}^{(BYA/BYP)}=WP{R}_{{\rm{\Gamma }}}^{(BYS)}\Rightarrow PR{E}_{{\rm{\Gamma }}}^{(BYA/BYP)}=0,\quad {\rm{null}}\,{\rm{effect}}\\ WP{R}_{{\rm{\Gamma }}}^{(BYA/BYP)} > WP{R}_{{\rm{\Gamma }}}^{(BYS)}\Rightarrow PR{E}_{{\rm{\Gamma }}}^{(BYA/BYP)} < 0,\quad {\rm{negative}}\,{\rm{effect}}\end{array}$$

#### Gene networks

Genes of synaptic pathways were networked based on their coordinated (synergistic or antagonistic) expression^60^. Pearson product-momentum correlation coefficient between the (log_2_) expression levels of two genes within the four biological replicas of the same condition was used to determine whether the genes were (p < 0.05) synergistically/antagonistically/independently expressed. This analysis is based on the assumption that expressions of genes whose encoded proteins are functionally linked should be coordinated for their full use in the pathway.

## Electronic supplementary material

Supplementary Material

# Supplementary material for: ACTH and PMX53 recover synaptic transcriptome alterations in a rat model of infantile spasms
**Source:** Sci Rep. 2018 Apr 10;8:5722. doi: 10.1038/s41598-018-24013-x
**Supplement:** Supplementary file 1 — Supplementary Material

**SUPPLEMENTARY MATERIAL**

**ACTH and PMX53 recover synaptic transcriptome alterations in a rat model of infantile spasms**

Dumitru A Iacobas, Tamar Chachua, Sanda Iacobas, Melissa J. Benson, Karin Borges, Jana Velíšková and Libor Velíšek

**Supplementary Table S1**

**Neurotransmission genes oppositely regulated by IS in the two sexes.** Average gene expression levels in BYS condition were compared to those in the BNS condition. Numbers in BYS columns represent the fold-change (negative for down-regulation). CUT is the absolute fold-change cut-off determined for each gene separately to exceed the combined contribution of the technical noise of the probing spot(s) and the expression variability within biological replicas in the two conditions (see Methods). Note that the quality of the biological material and the hybridization allowed for many genes lower that standard 1.5x fold-change cut-off. p is the p-value of the heteroscedastic *t*-test of the equality of the average expression levels in the compared conditions. Grey background indicates down-regulation.

**Supplementary Table S2**

**Genes whose significant up-/down-regulation in the BYS condition shifted to opposite regulation by both treatments (BYA and BYP conditions).** Average gene expression levels in BYS, BYA and BYP conditions were compared to those in the BNS condition. Numbers in columns labeled as BYS, BYA and BYP represent the fold-change (negative for down-regulation). CUT is the absolute fold-change cut-off determined for each gene separately for every comparison (e.g. BYS vs BNS) to exceed the combined contribution of the technical noise of the probing spot(s) and the expression variability within biological replicas. Grey background indicates down-regulation.

**Supplementary Table S3**

**Genes whose significant up-/down-regulation in the BYS condition were maintained by one treatment and flipped by the other.** Average gene expression levels in BYS, BYA and BYP conditions were compared to those in the BNS condition. Numbers in columns labeled as BYS, BYA and BYP represent the fold-change (negative for down-regulation). CUT is the absolute fold-change cut-off determined for each gene separately for every comparison to exceed the combined contribution of the technical noise of the probing spot(s) and the expression variability within biological replicas. Grey background indicates down-regulation.

**SUPPLEMENTARY FIGURES**

**
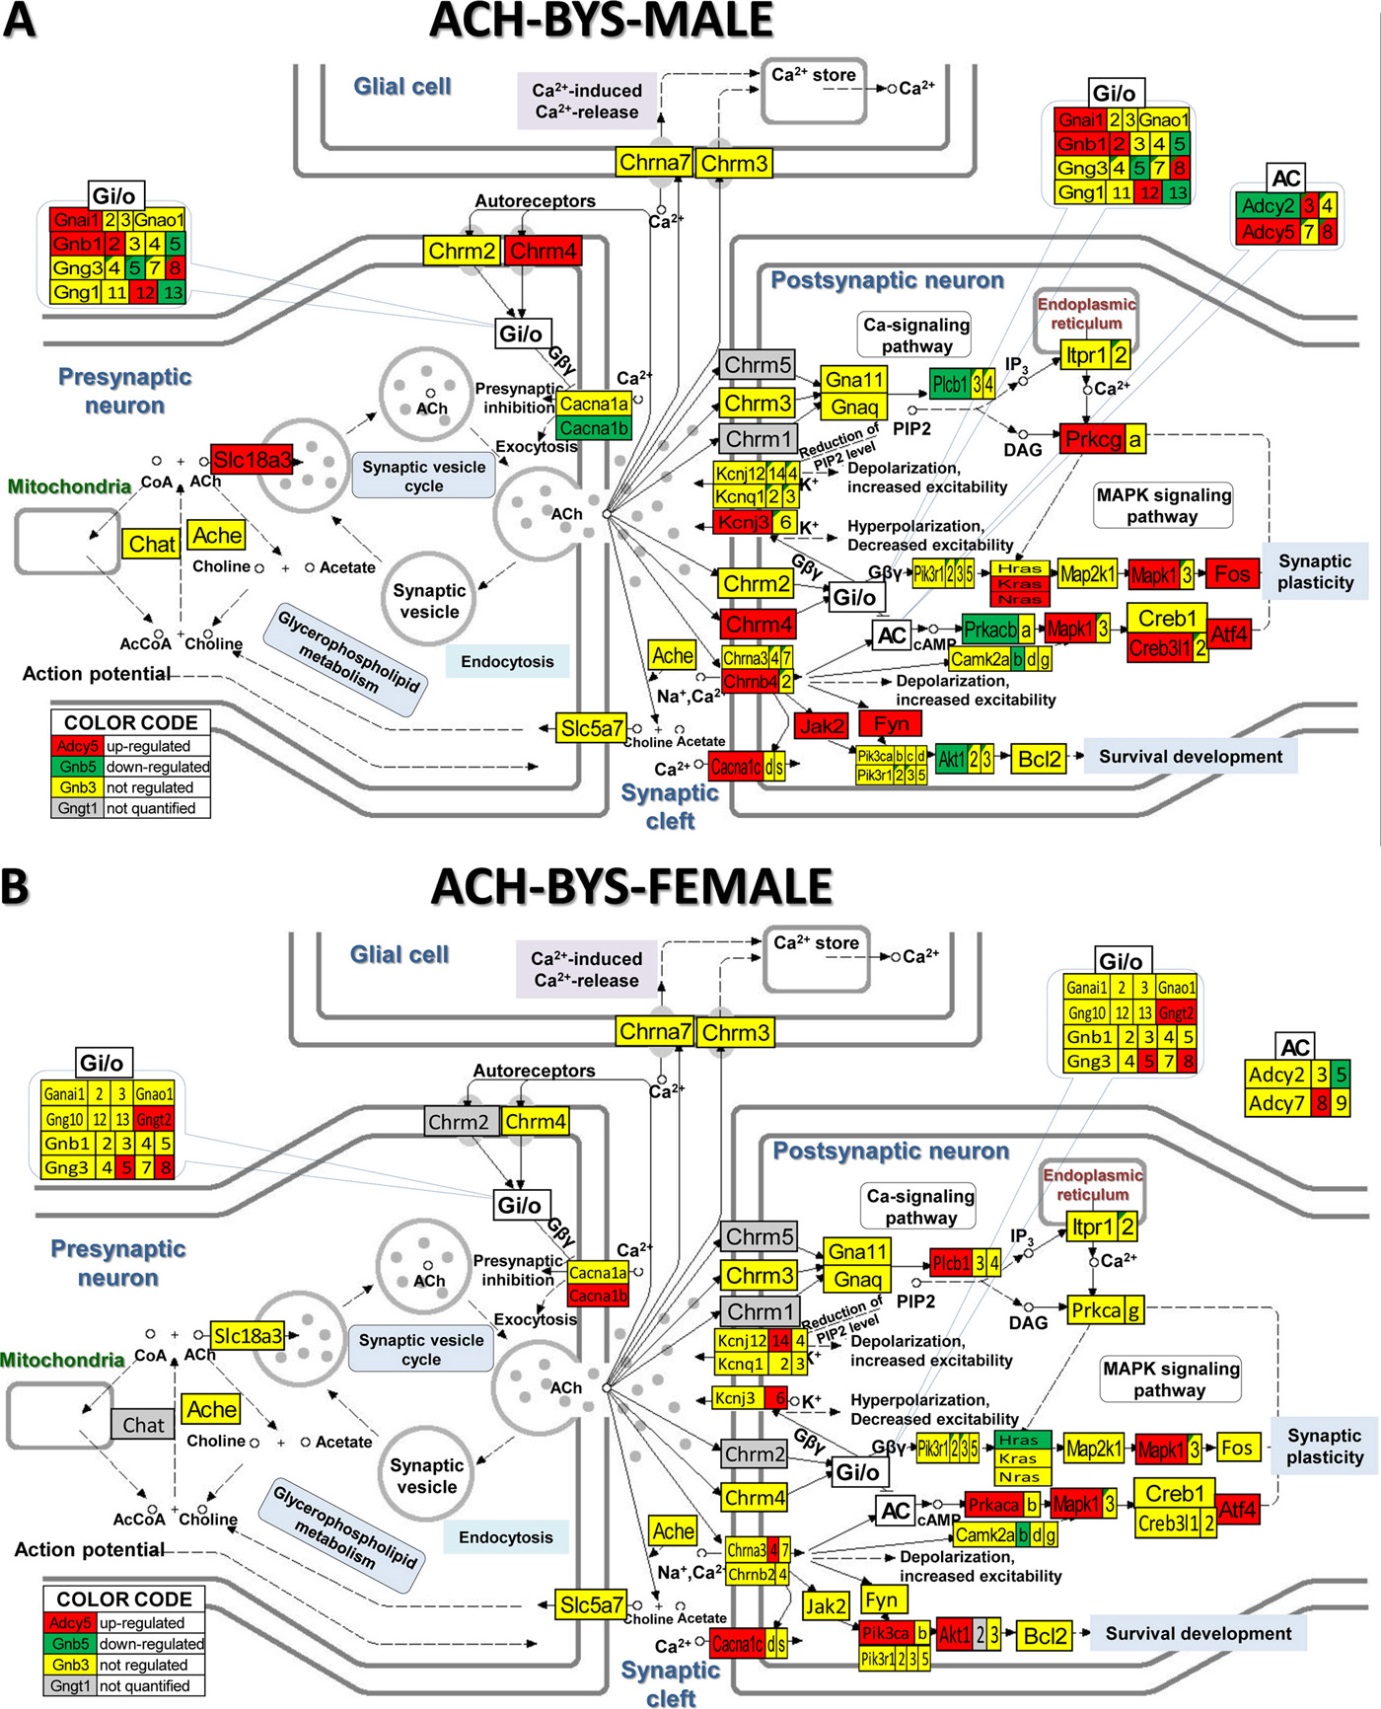
Supplementary Figure S1**

**KEGG (**www.kegg.jp/kegg/kegg1.html**) map of regulation of the cholinergic synapse pathway in the arcuate nucleus of saline-treated betamethasone–primed male (A) and female (B) rats with NMDA-induced infantile spasms (BYS) compared to counterparts without spasms (BNS).** Inset tables indicate how the composing genes of the labelled Gi/o (G-proteins) block are regulated in that condition.

**Supplementary Figure S2**

**
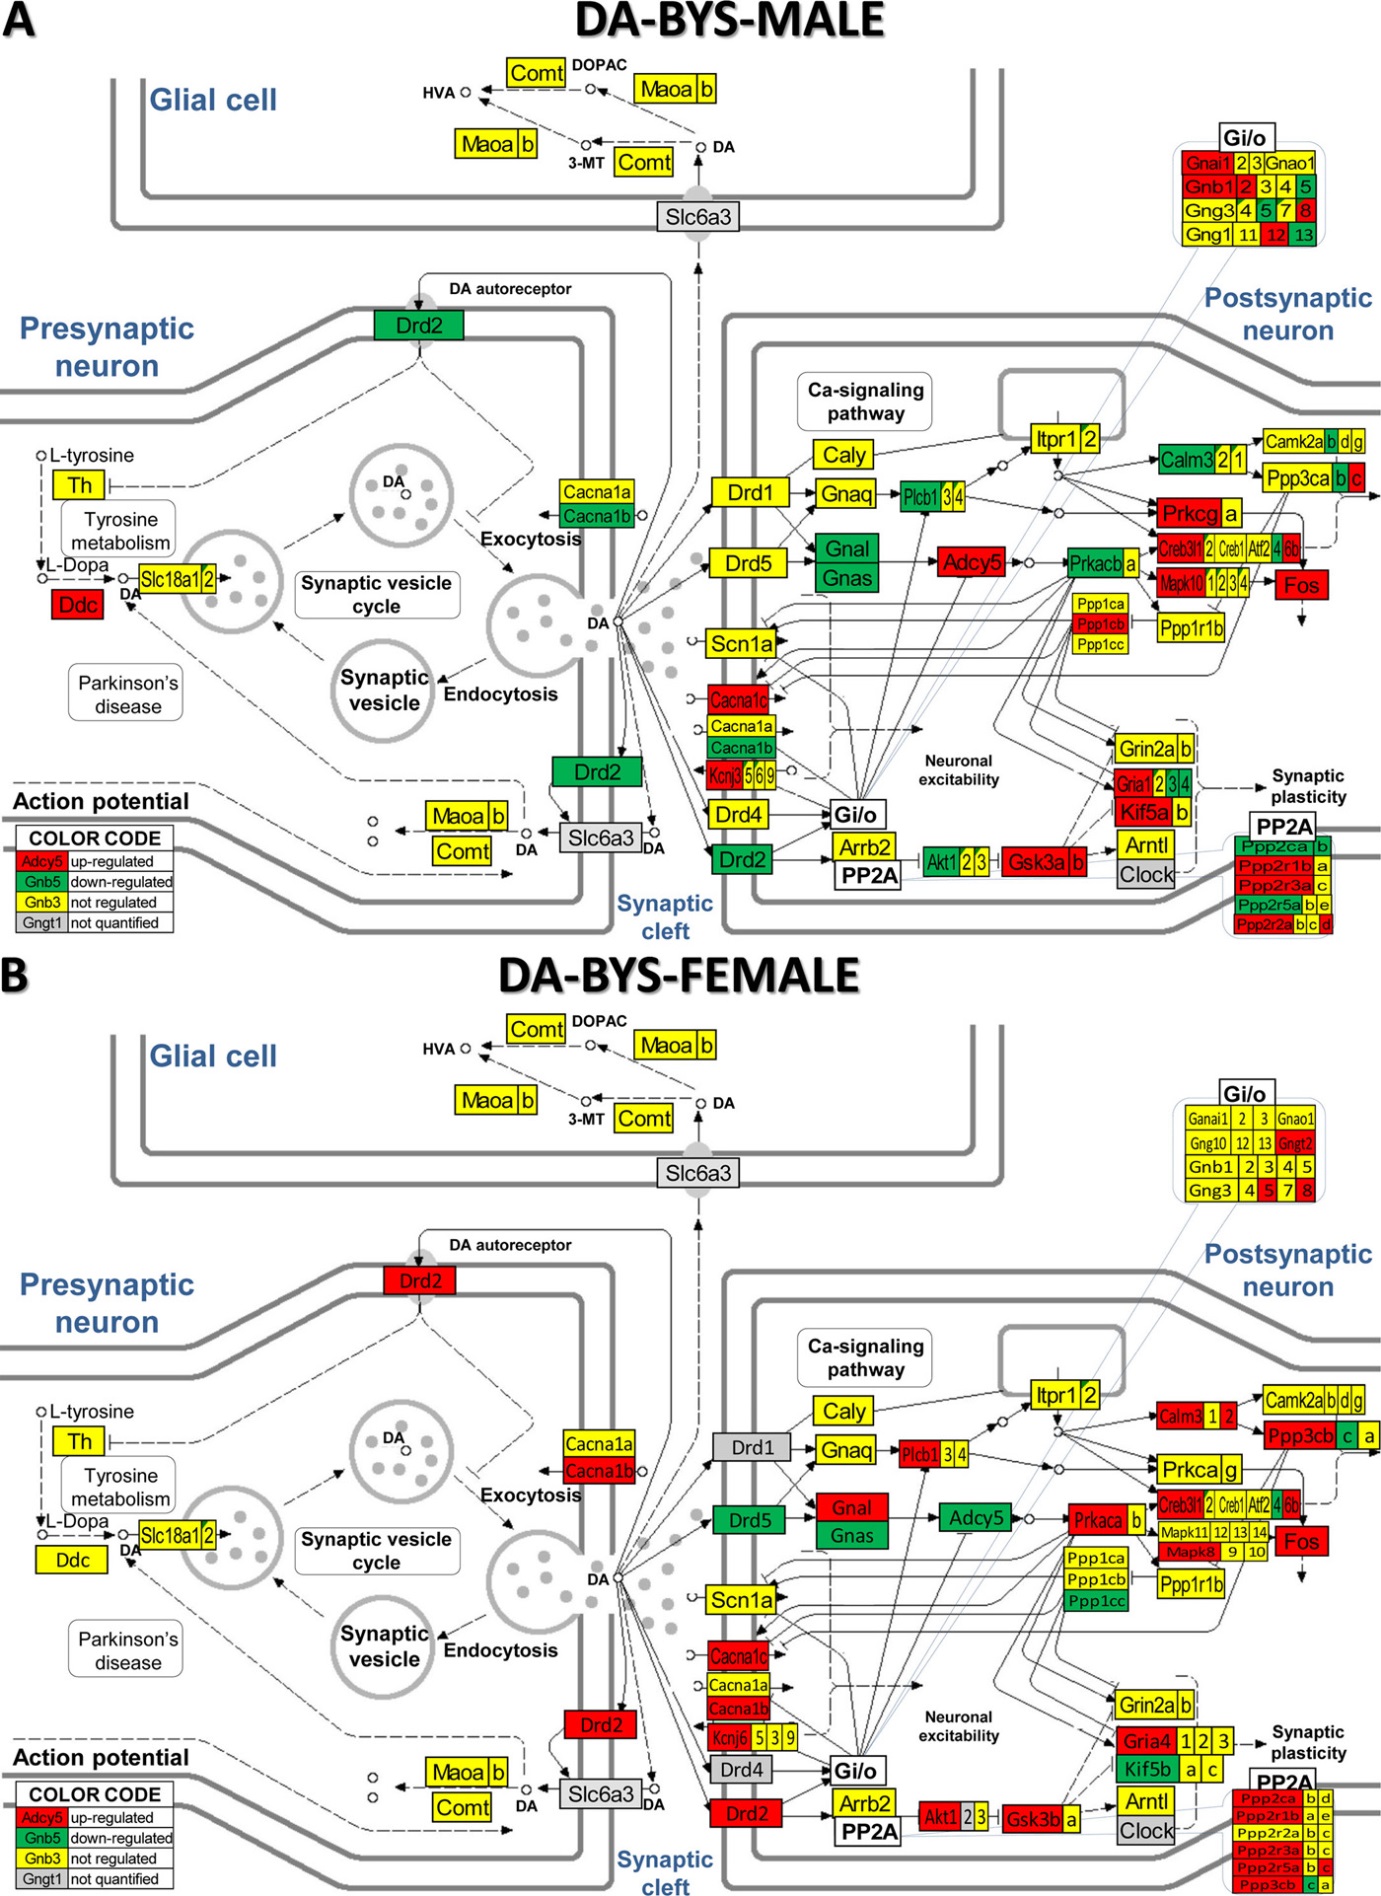
**

**KEGG (**www.kegg.jp/kegg/kegg1.html**) map of regulation of the dopaminergic synapse pathway in the arcuate nucleus of saline-treated betamethasone–primed male (A) and female (B) rats with NMDA-induced infantile spasms (BYS) compared to counterparts without spasms (BNS).**

**Supplementary Figure S3**

**
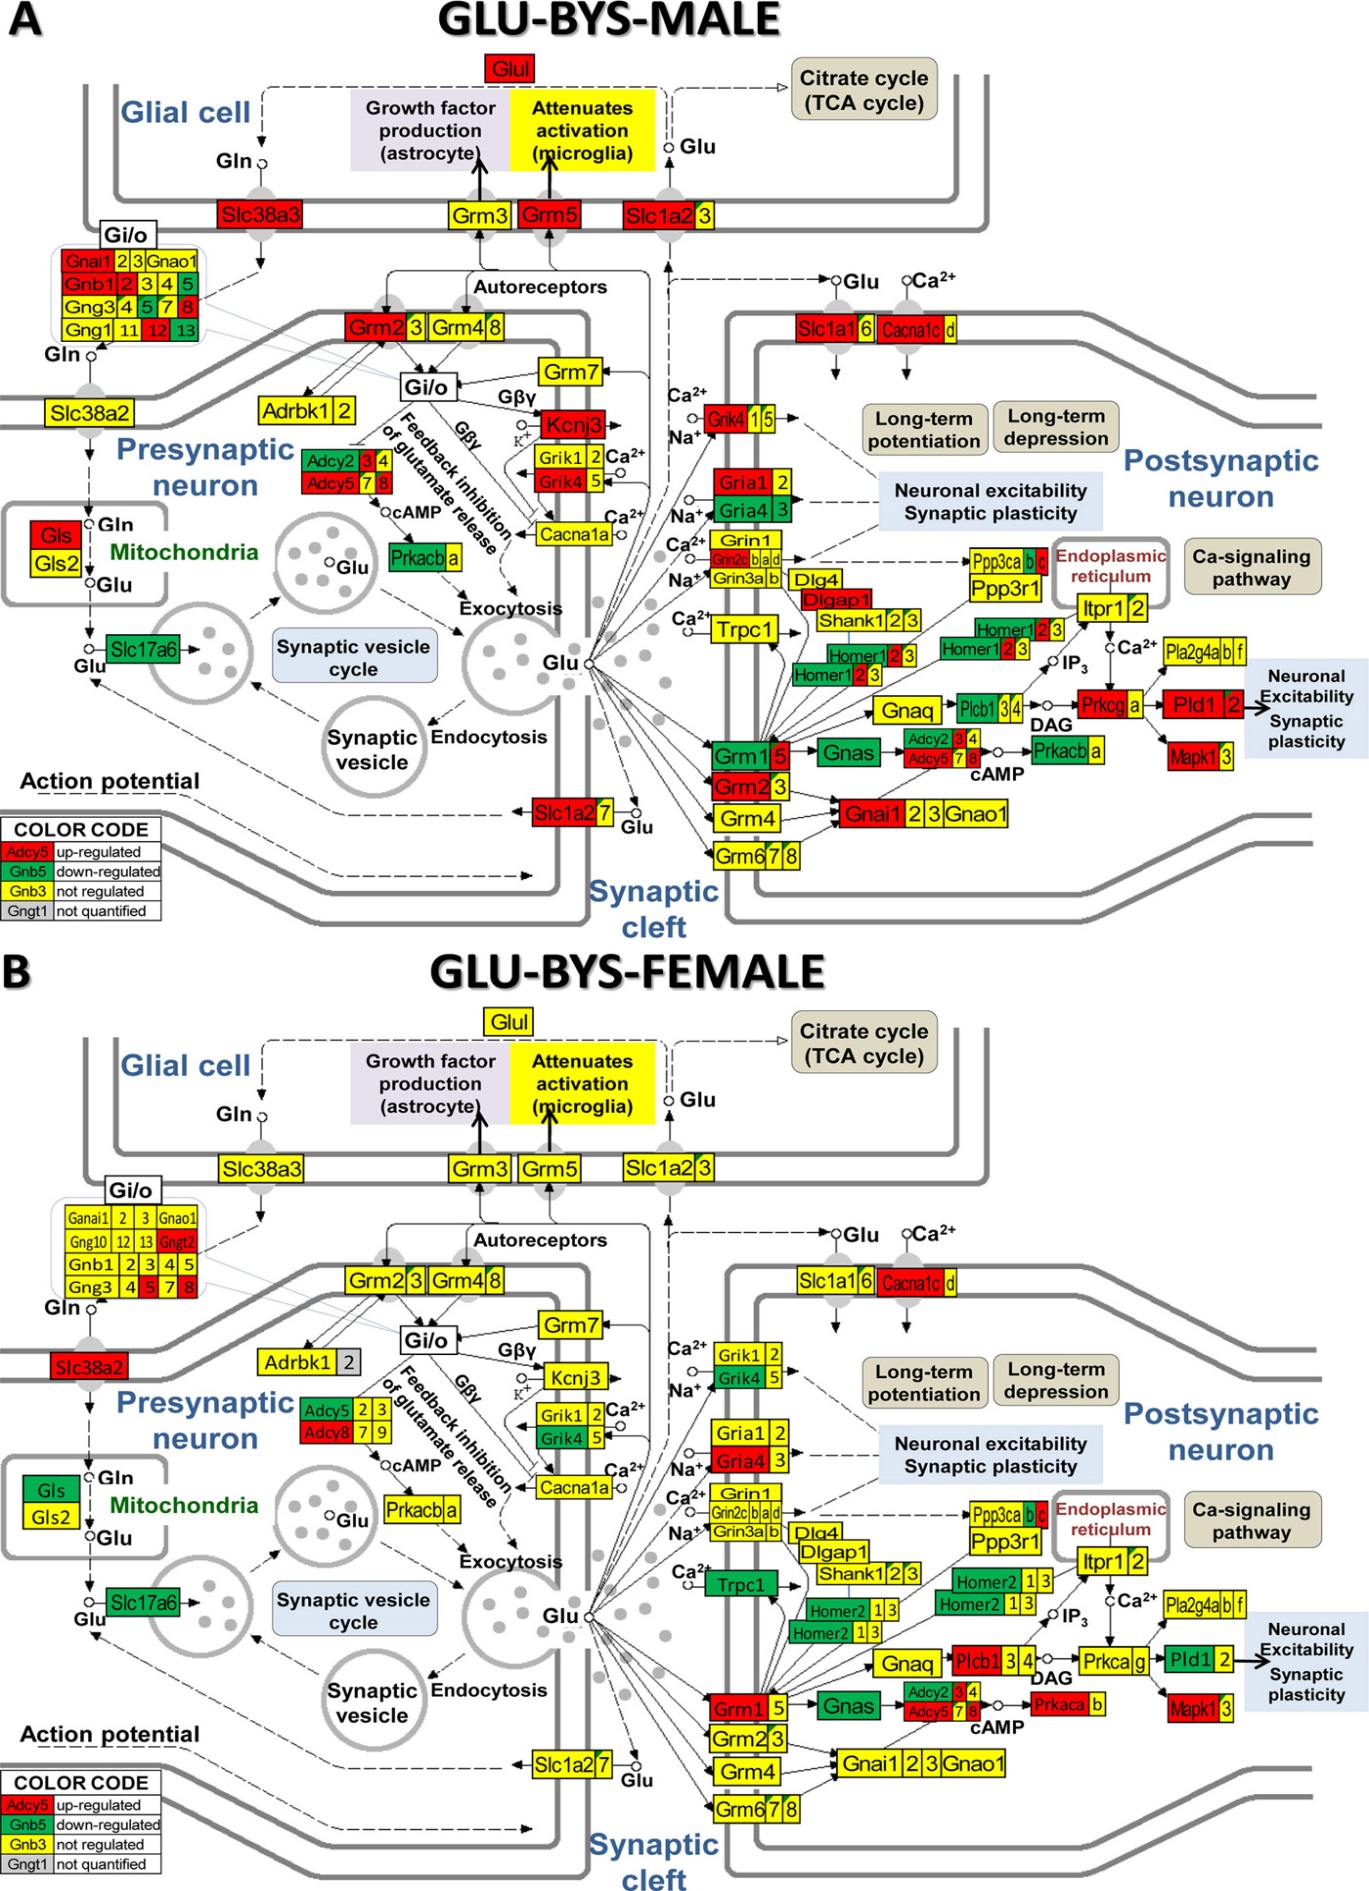
**

**KEGG (**www.kegg.jp/kegg/kegg1.html**) map of regulation of the glutamatergic synapse pathway in the arcuate nucleus of saline-treated betamethasone–primed male (A) and female (B) rats with NMDA-induced infantile spasms (BYS) compared to counterparts without spasms (BNS).**

**Supplementary Figure S4**

**
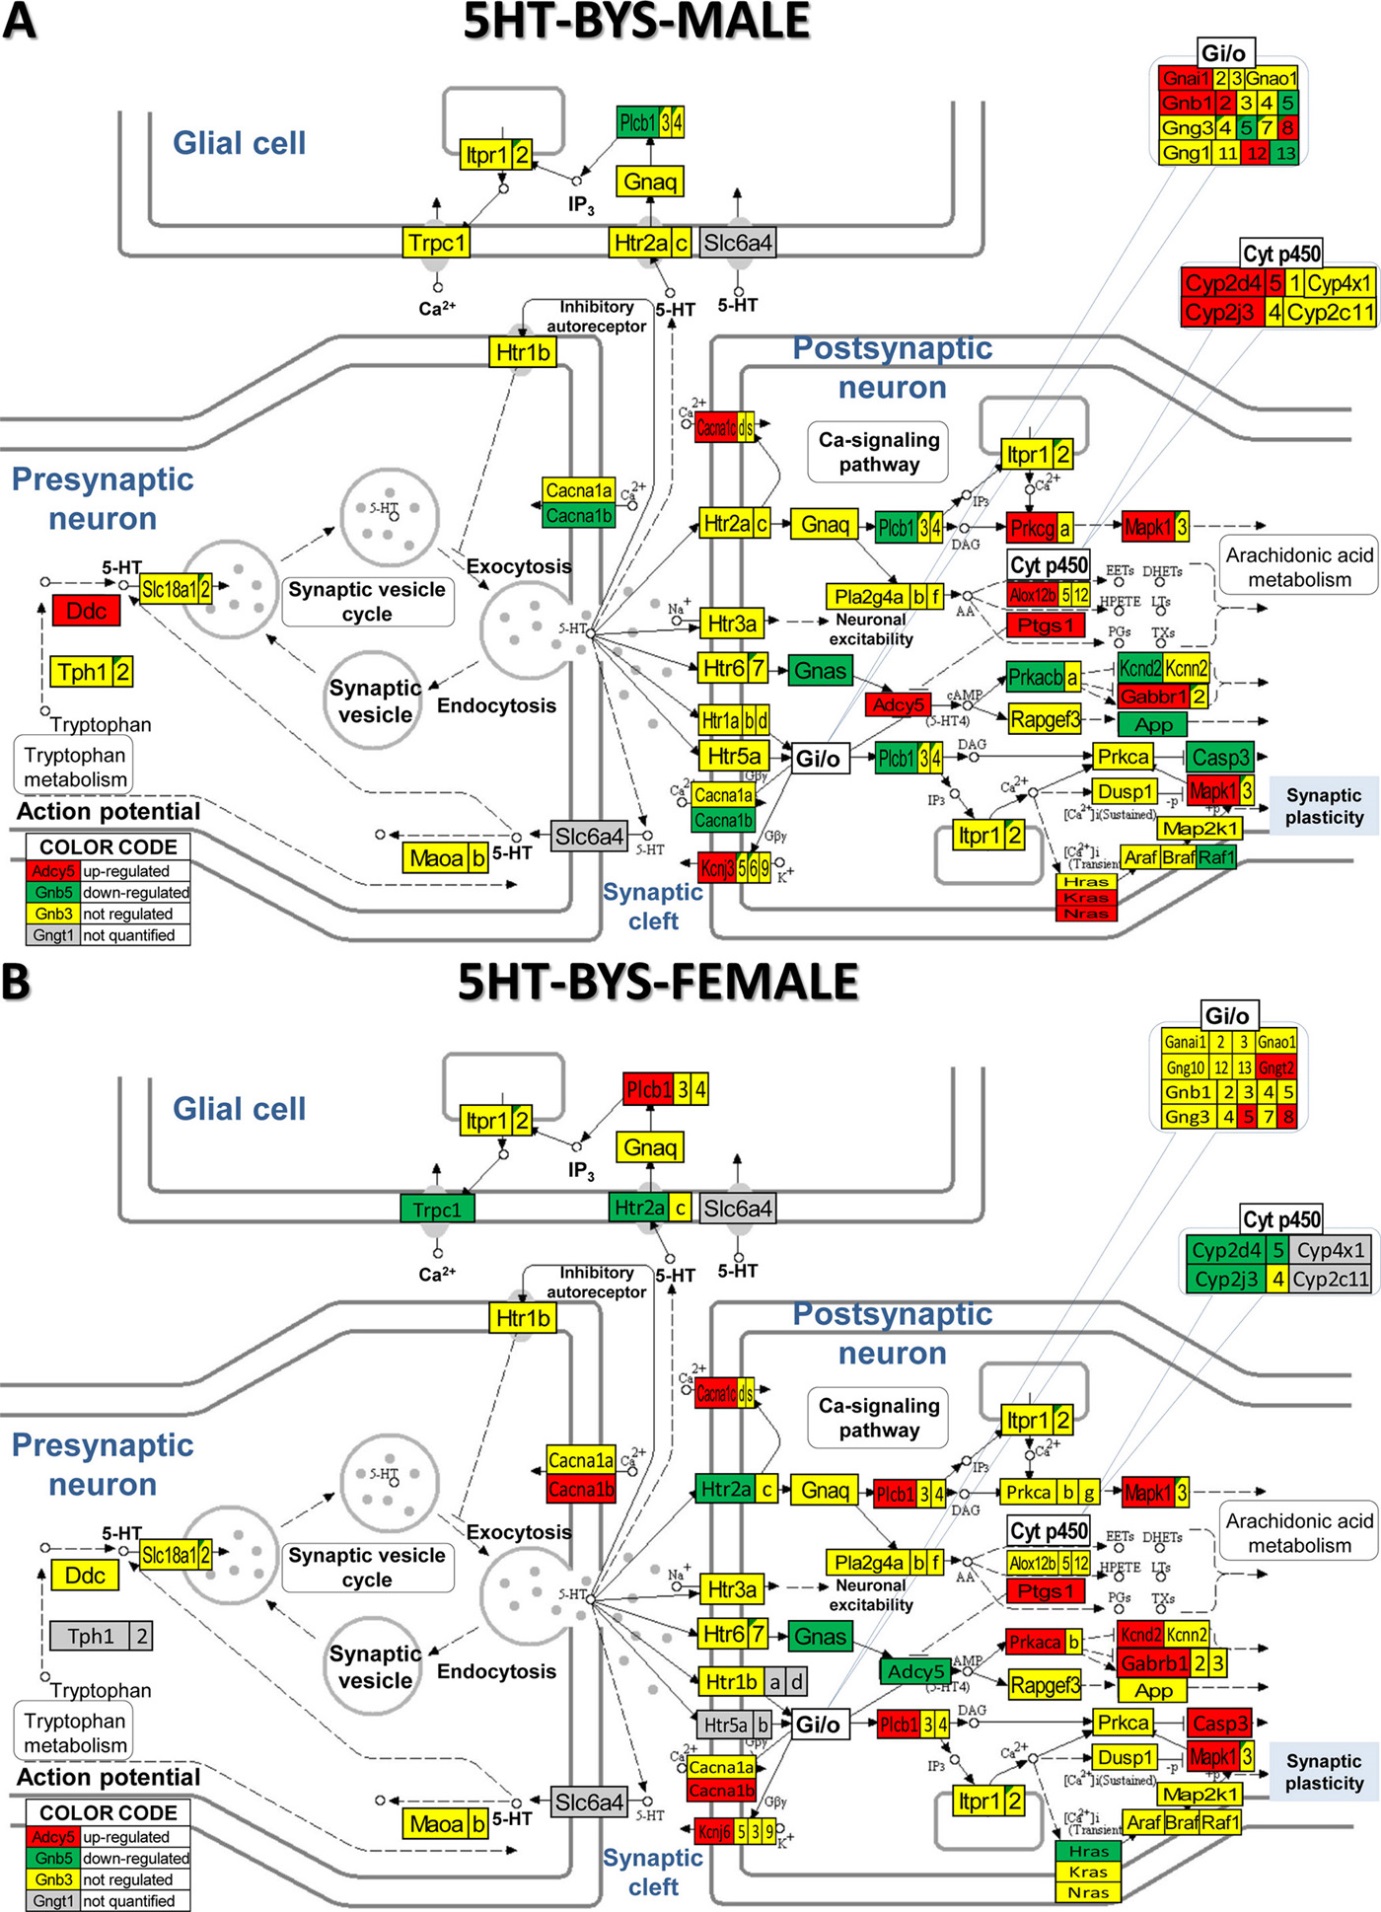
**

**KEGG (**www.kegg.jp/kegg/kegg1.html**) map of regulation of the serotonergic synapse pathway in the arcuate nucleus of saline-treated betamethasone–primed male (A) and female (B) rats with NMDA-induced infantile spasms (BYS) compared to counterparts without spasms (BNS).**

**
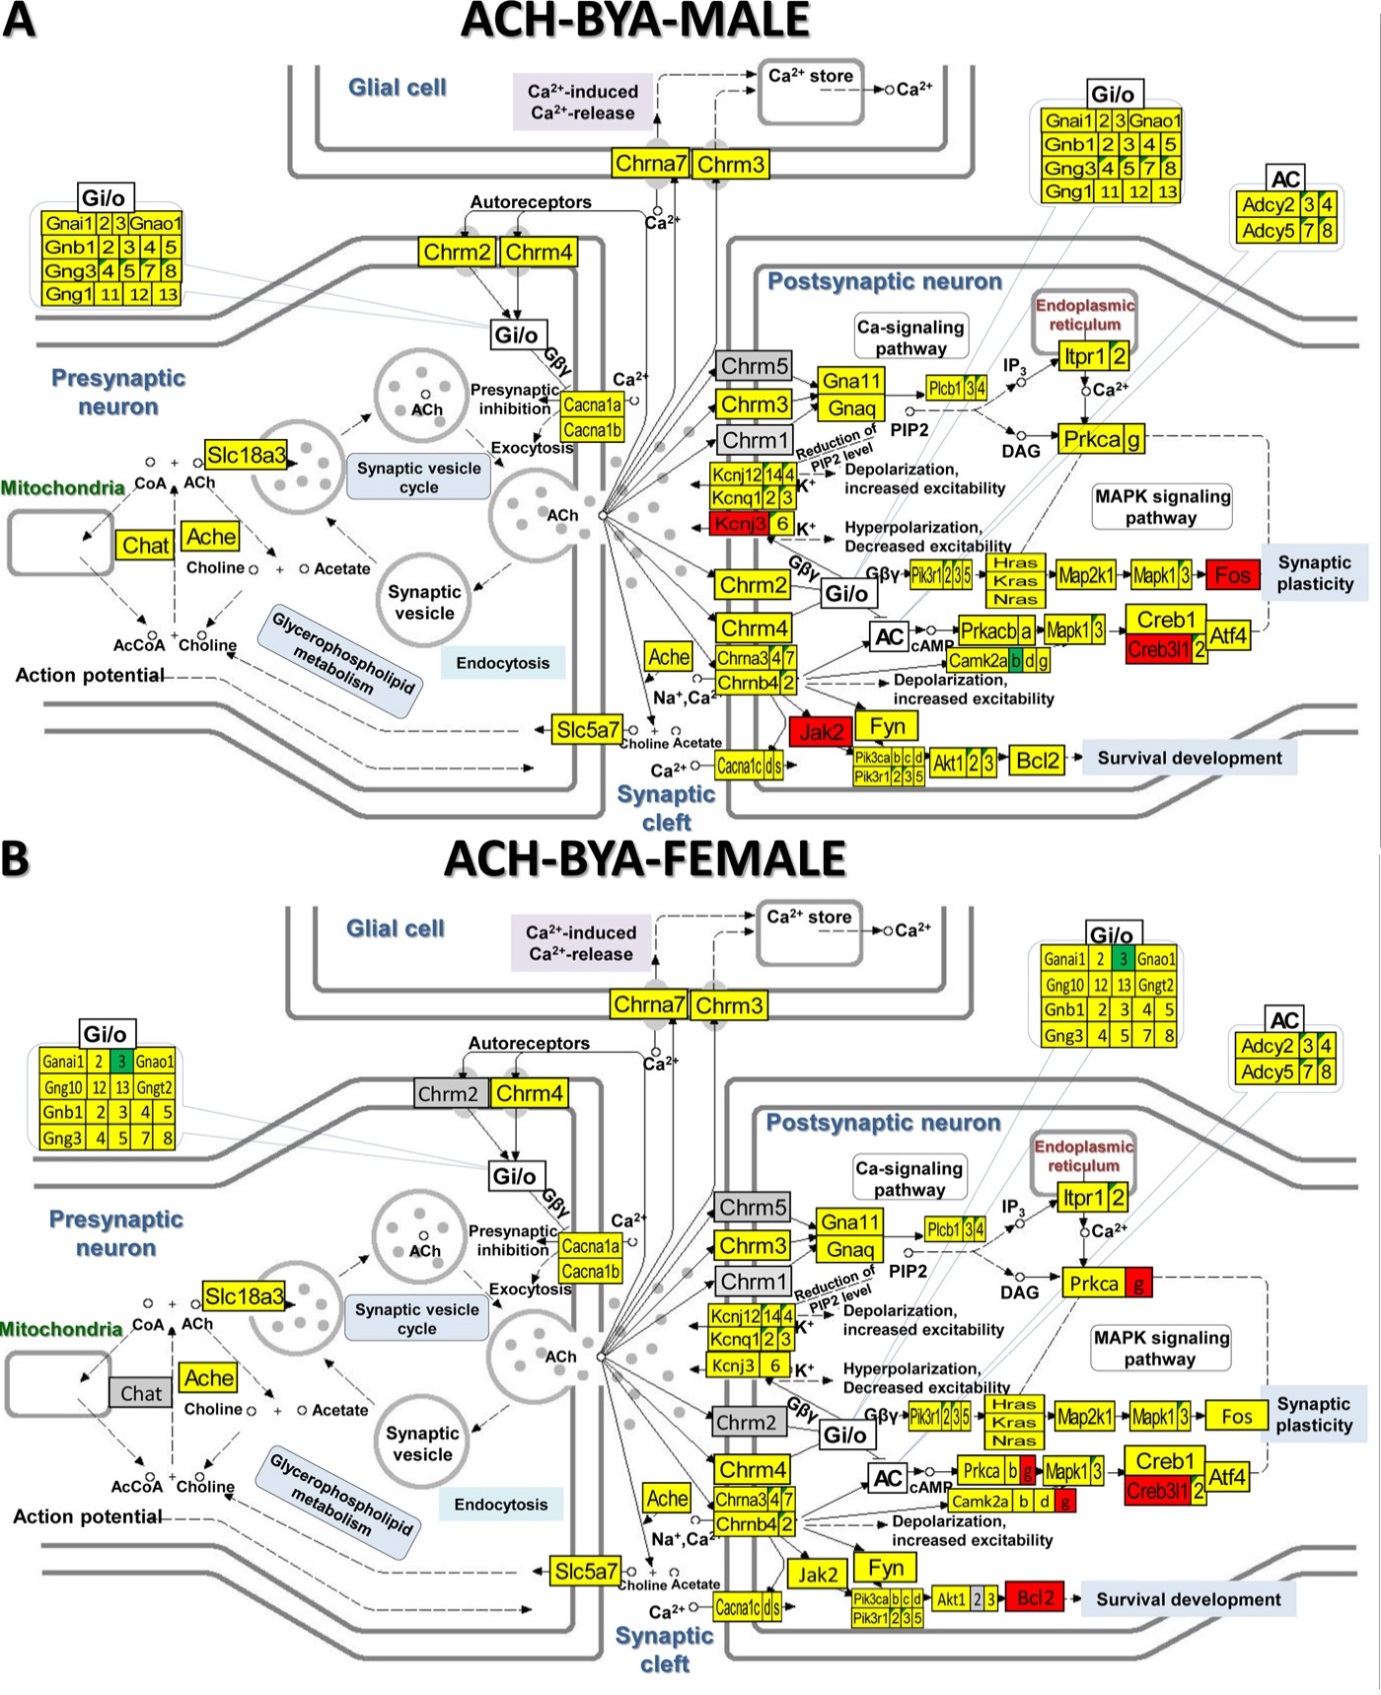
Supplementary Figure S5**

**KEGG (**www.kegg.jp/kegg/kegg1.html**) map of regulation of the cholinergic synapse pathway in the arcuate nucleus of ACTH-treated betamethasone–primed male (A) and female (B) rats with NMDA-induced infantile spasms (BYA) compared to counterparts without spasms (BNS).**

**Supplementary Figure S6**

**
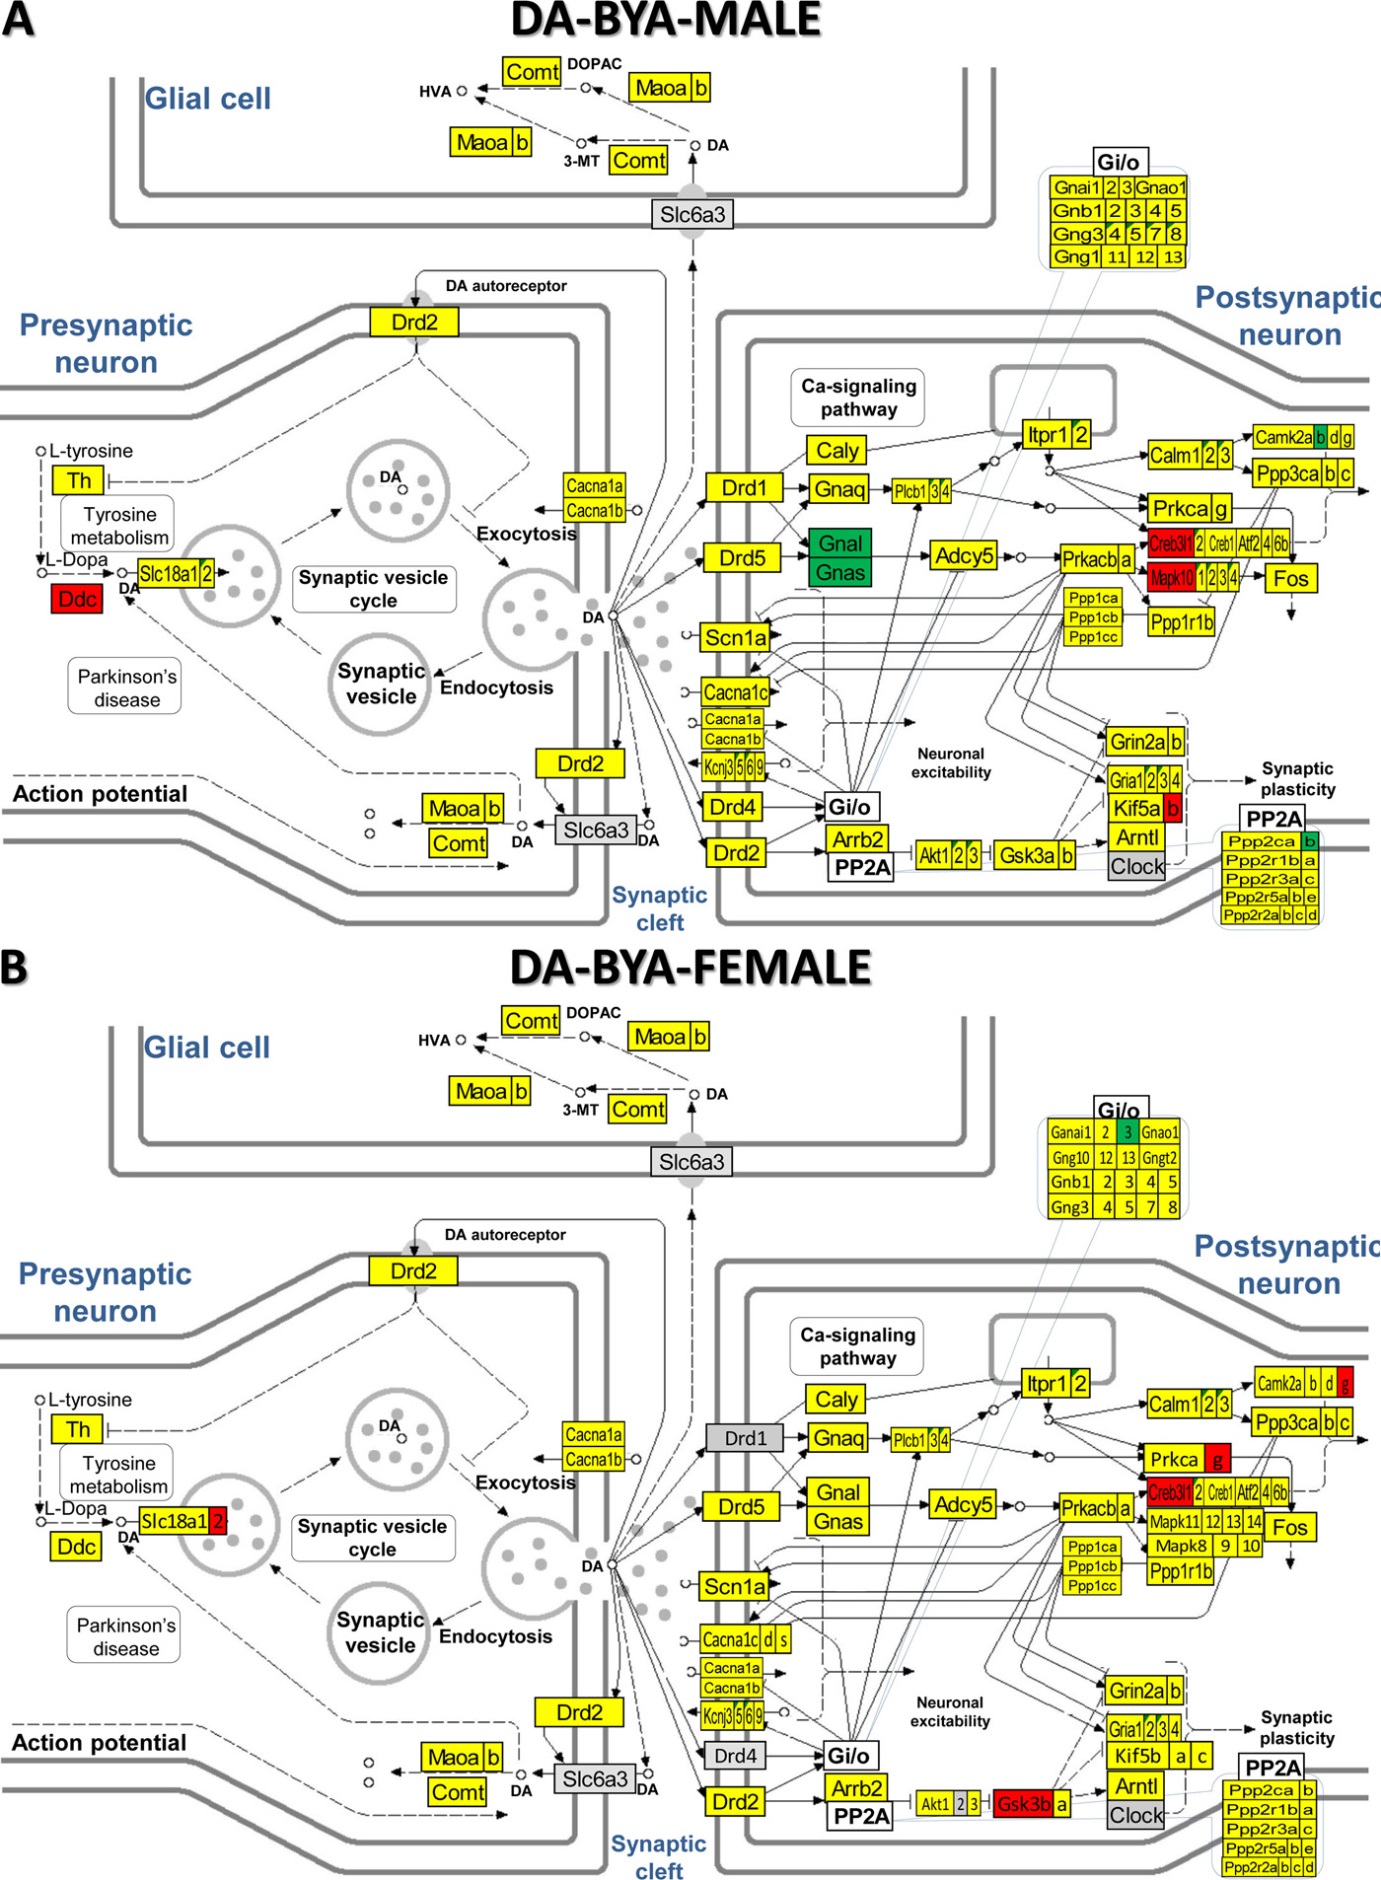
**

**KEGG (**www.kegg.jp/kegg/kegg1.html**) map of regulation of the dopaminergic synapse pathway in the arcuate nucleus of ACTH-treated betamethasone–primed male (A) and female (B) rats with NMDA-induced infantile spasms (BYA) compared to counterparts without spasms (BNS).**

**
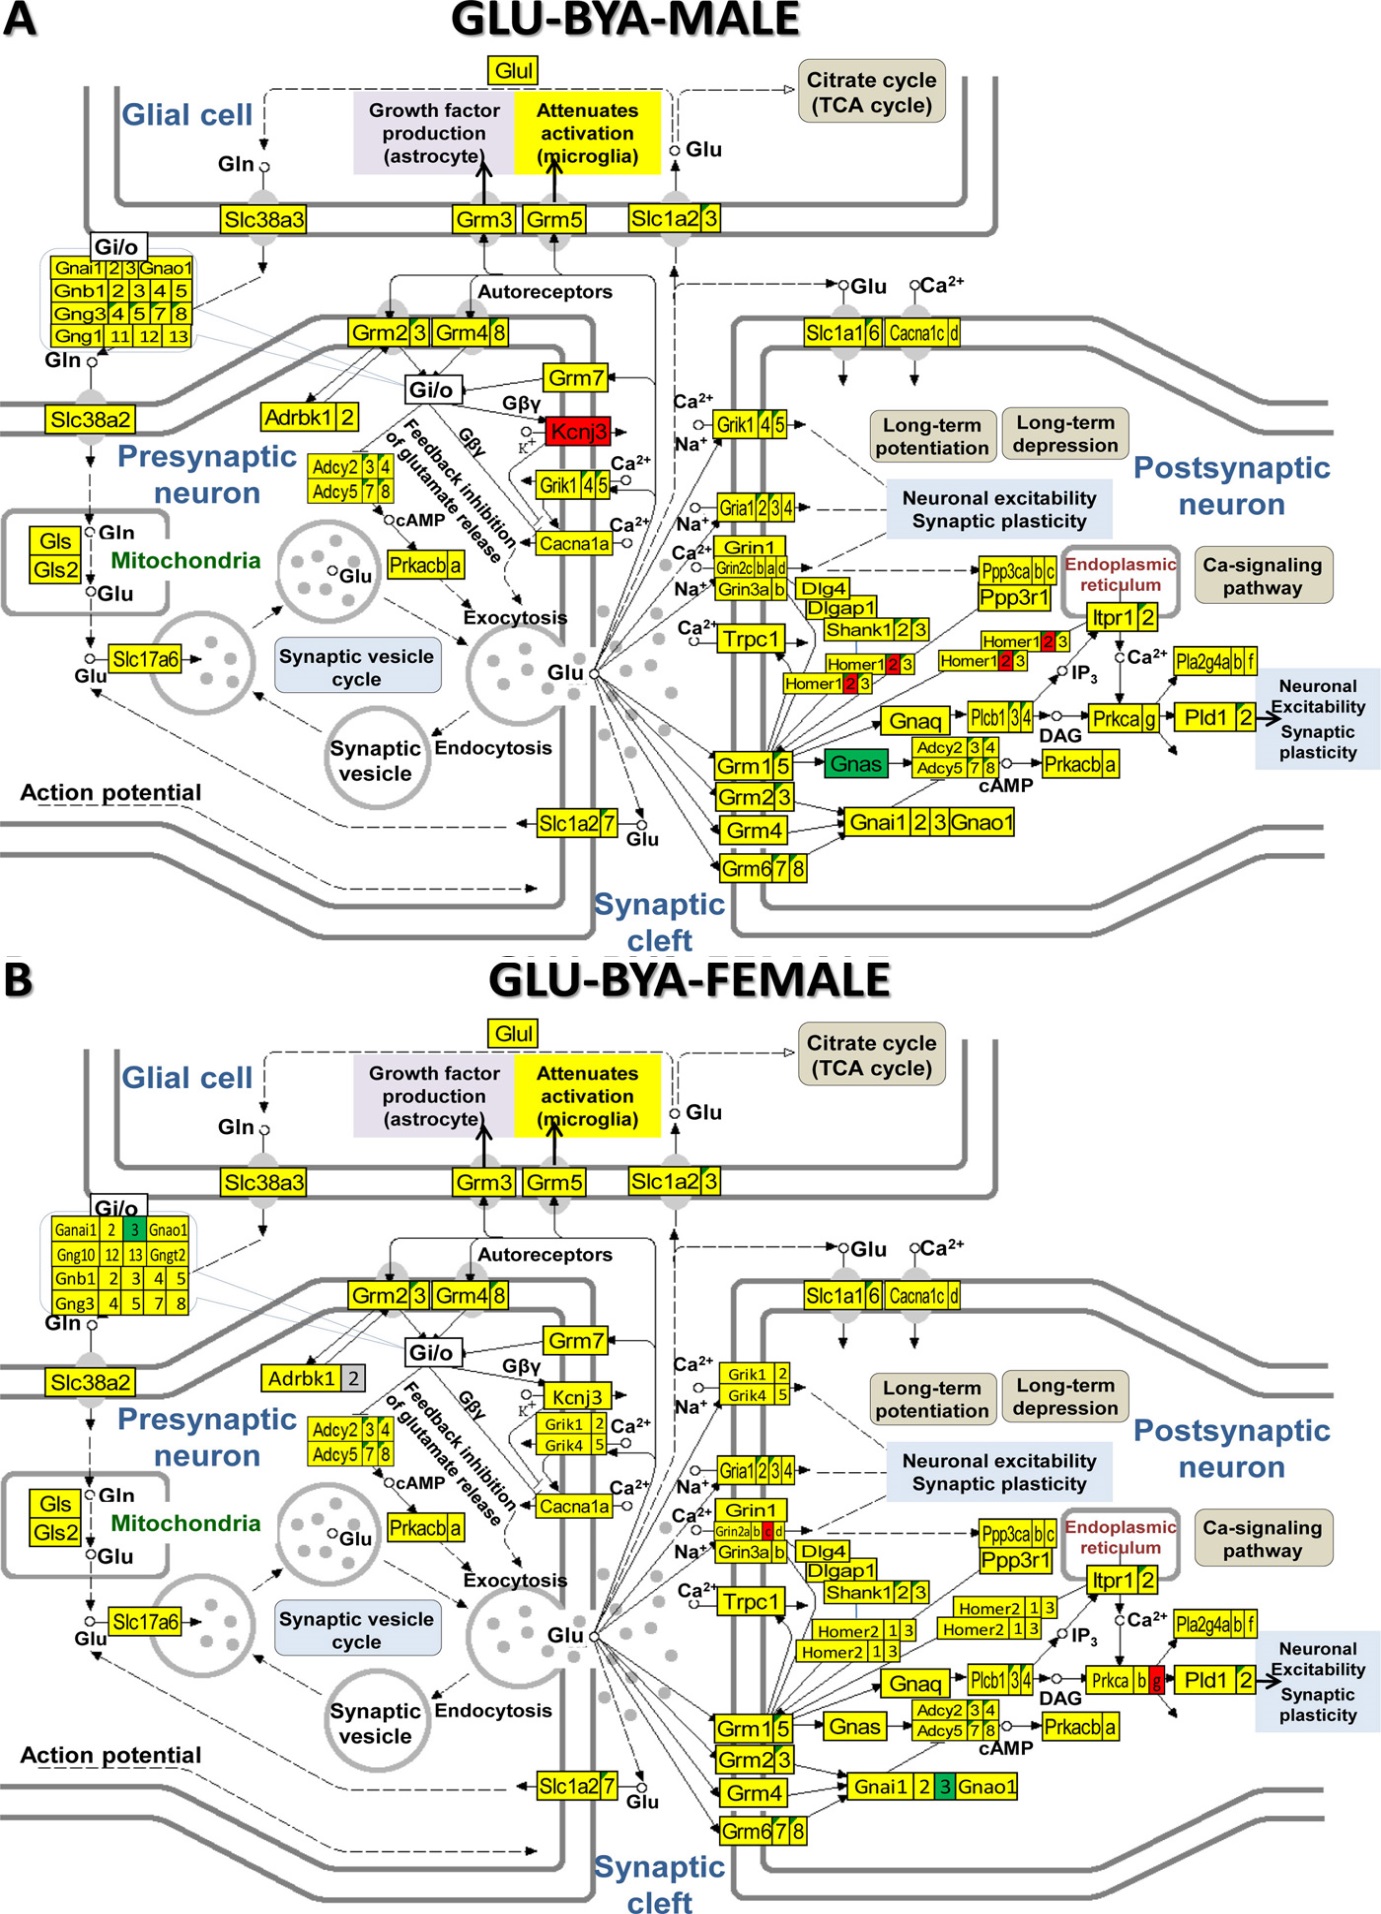
Supplementary Figure S7**

**KEGG (**www.kegg.jp/kegg/kegg1.html**) map of regulation of the gultaminergic synapse pathway in the arcuate nucleus of ACTH-treated betamethasone–primed male (A) and female (B) rats with NMDA-induced infantile spasms (BYA) compared to counterparts without spasms (BNS).**

**
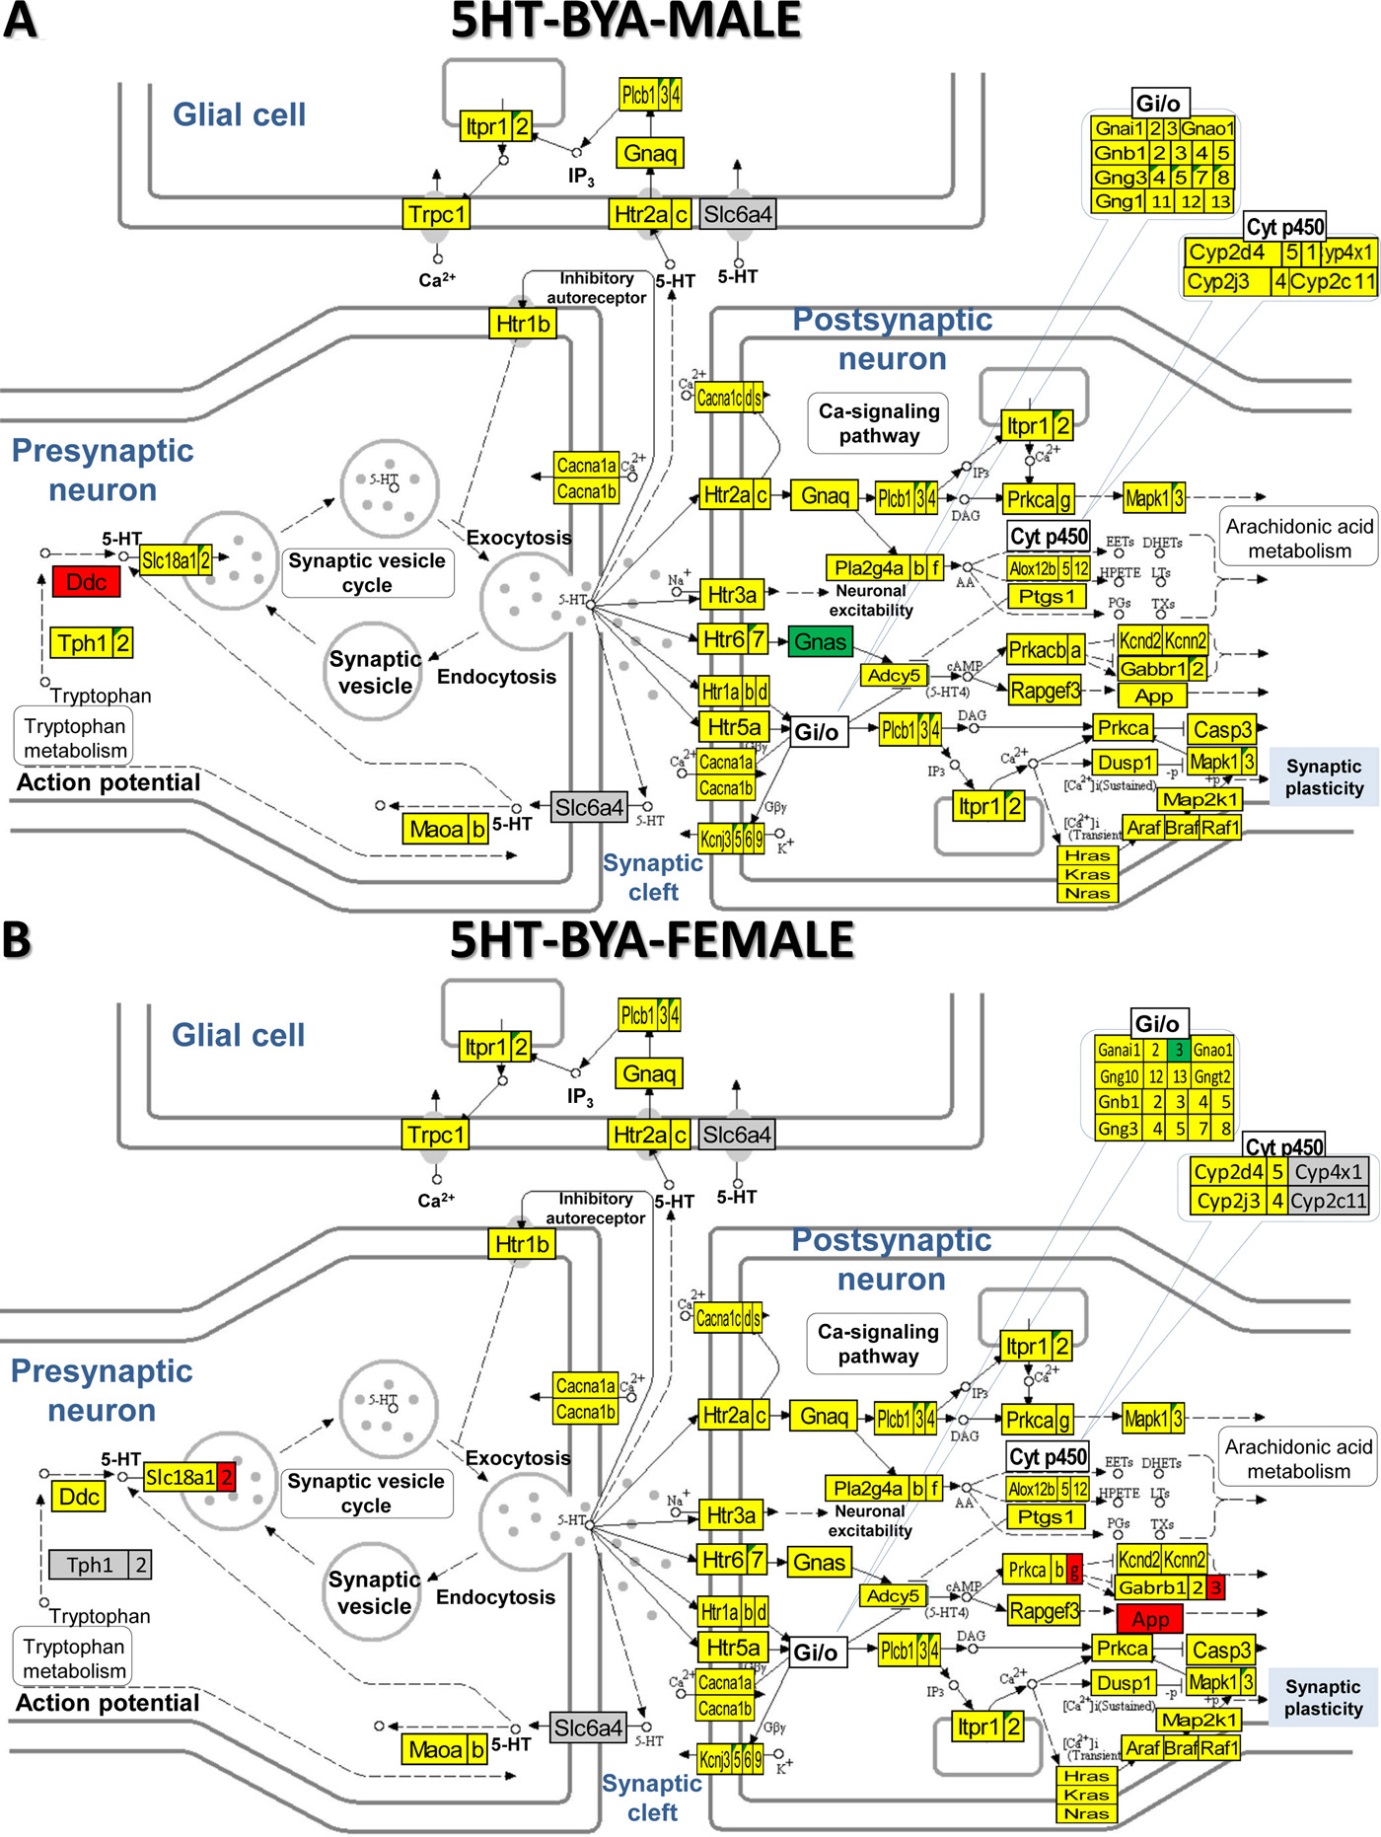
Supplementary Figure S8**

**KEGG (**www.kegg.jp/kegg/kegg1.html**) map of regulation of the dopaminergic synapse pathway in the arcuate nucleus of ACTH-treated betamethasone–primed male (A) and female (B) rats with NMDA-induced infantile spasms (BYA) compared to counterparts without spasms (BNS).**

**
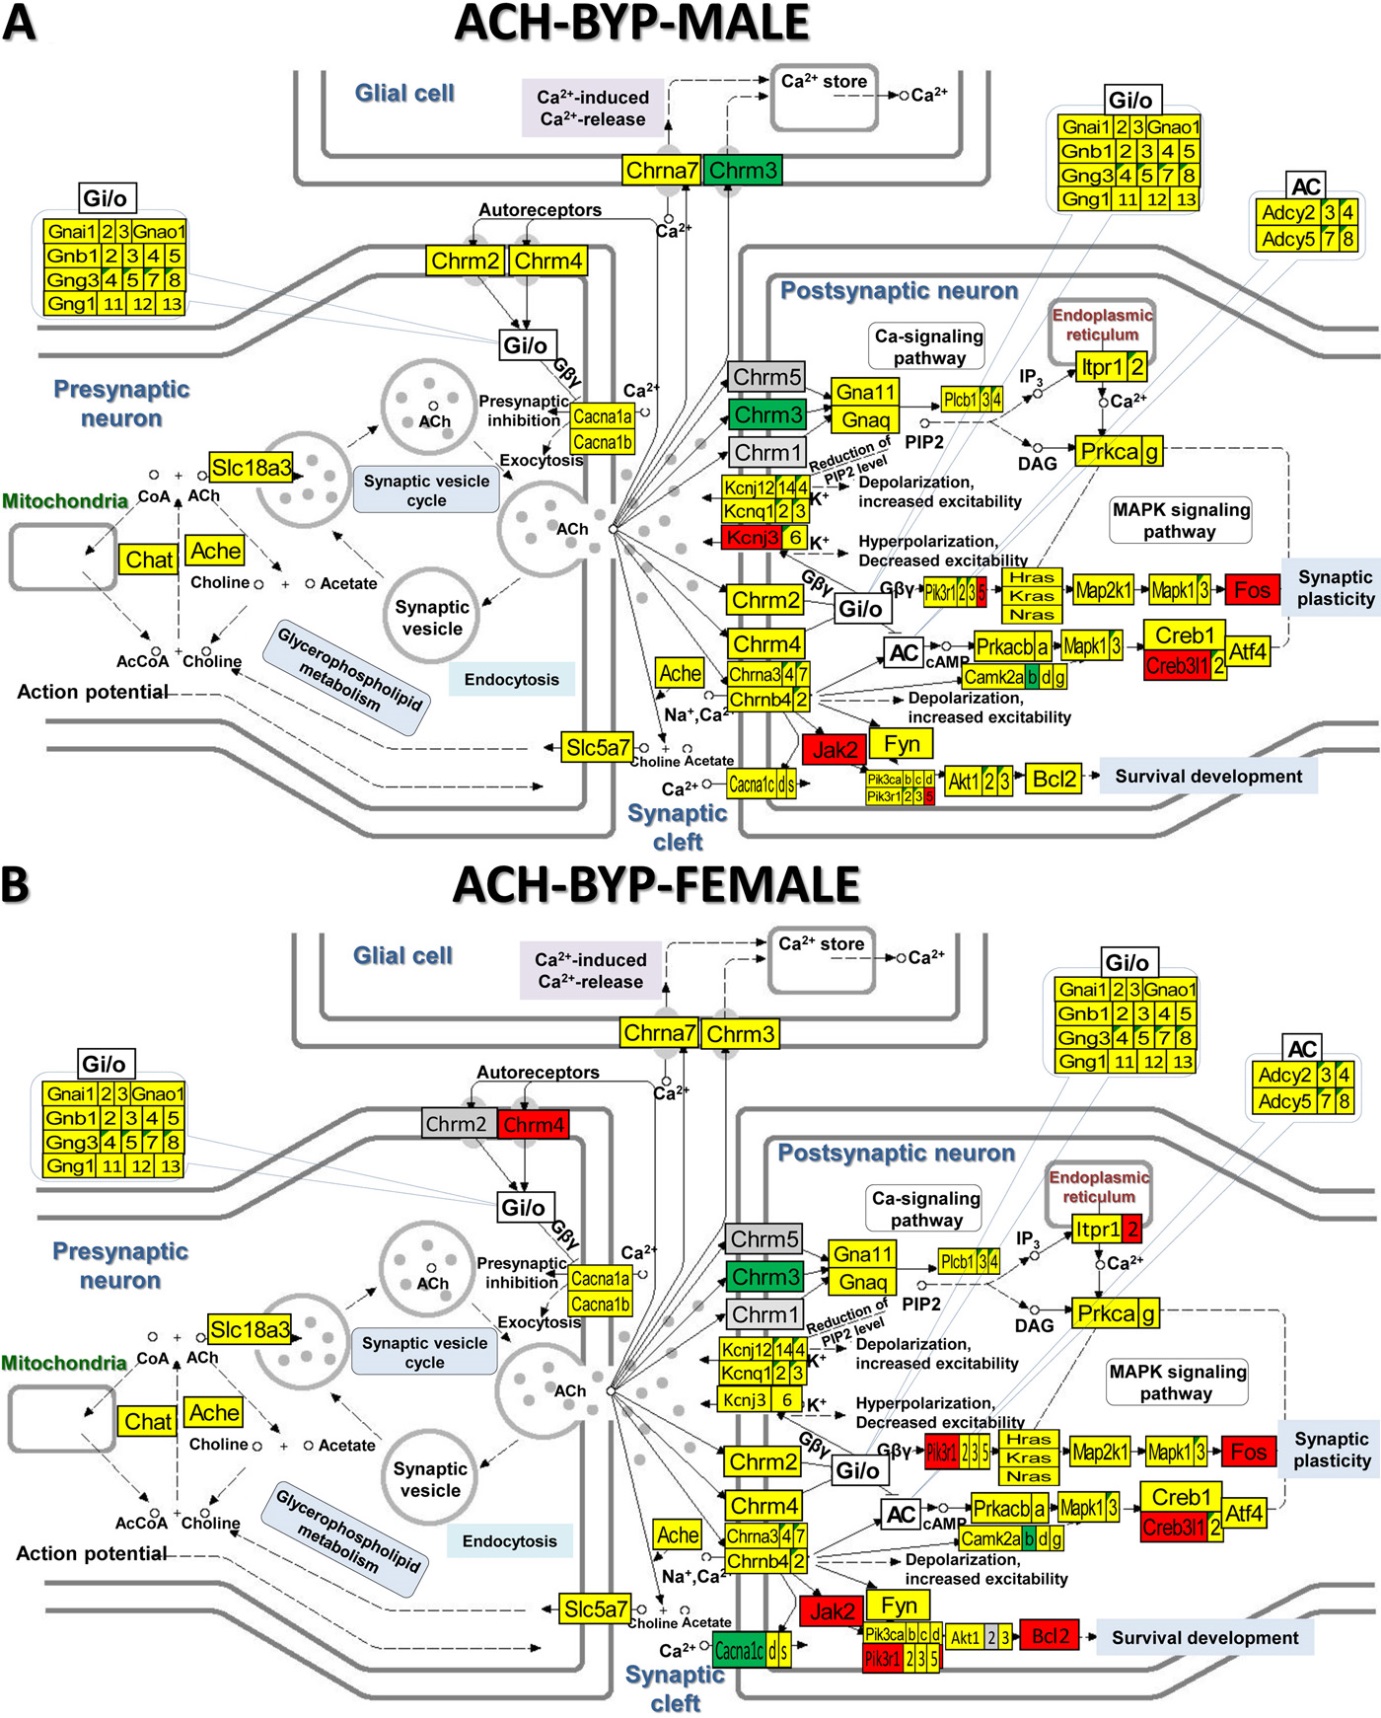
Supplementary Figure S9**

**KEGG (**www.kegg.jp/kegg/kegg1.html**) map of regulation of the cholinergic synapse pathway in the arcuate nucleus of PMX53-treated betamethasone–primed male (A) and female (B) rats with NMDA-induced infantile spasms (BYA) compared to counterparts without spasms (BNS).**

**
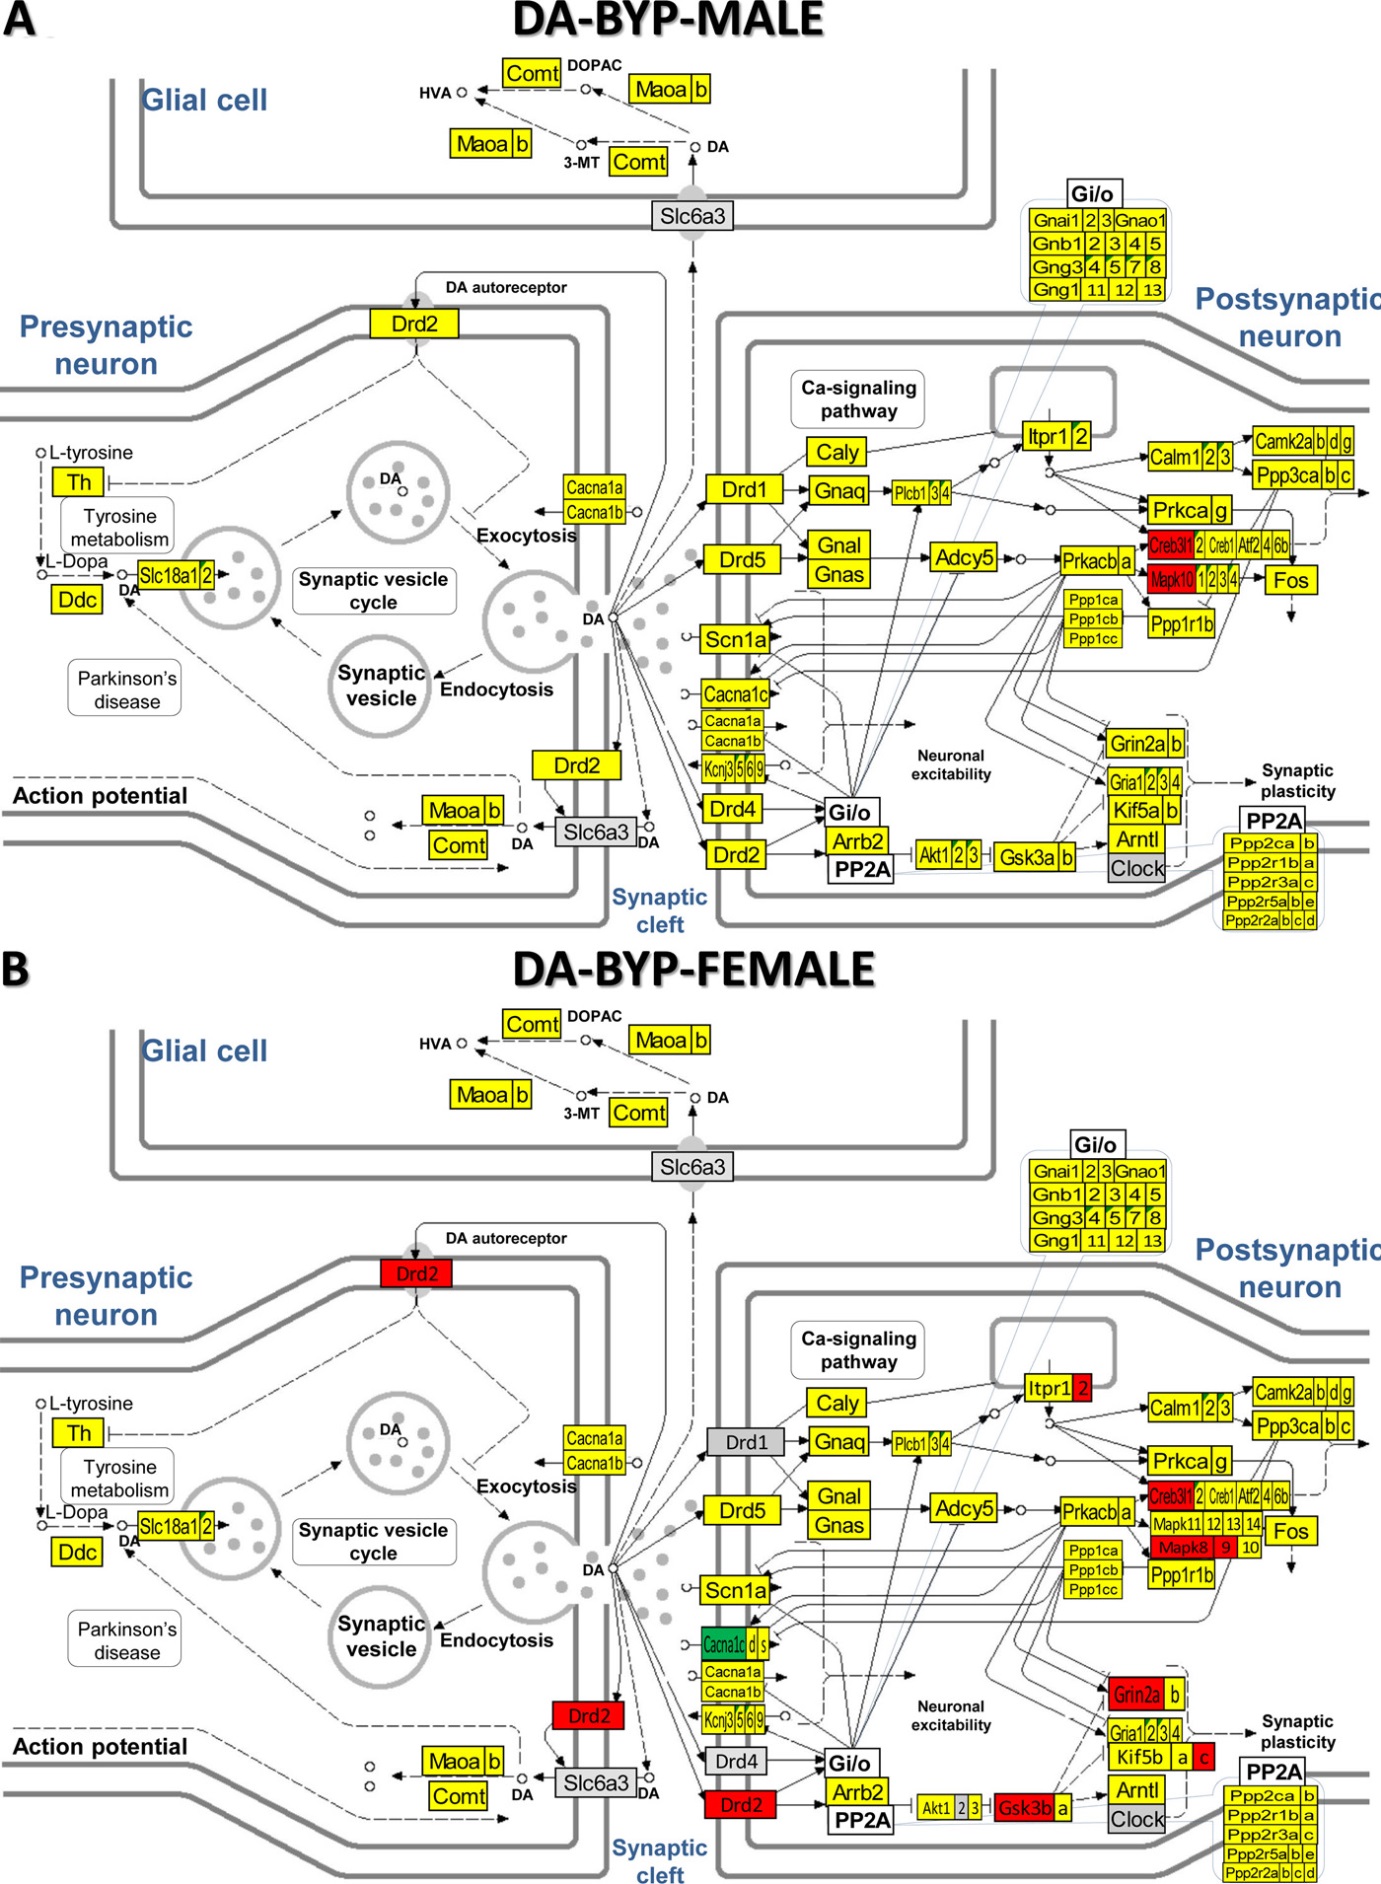
Supplementary Figure S10**

**KEGG (**www.kegg.jp/kegg/kegg1.html**) map of regulation of the dopaminergic synapse pathway in the arcuate nucleus of PMX53-treated betamethasone–primed male (A) and female (B) rats with NMDA-induced infantile spasms (BYA) compared to counterparts without spasms (BNS).**

**
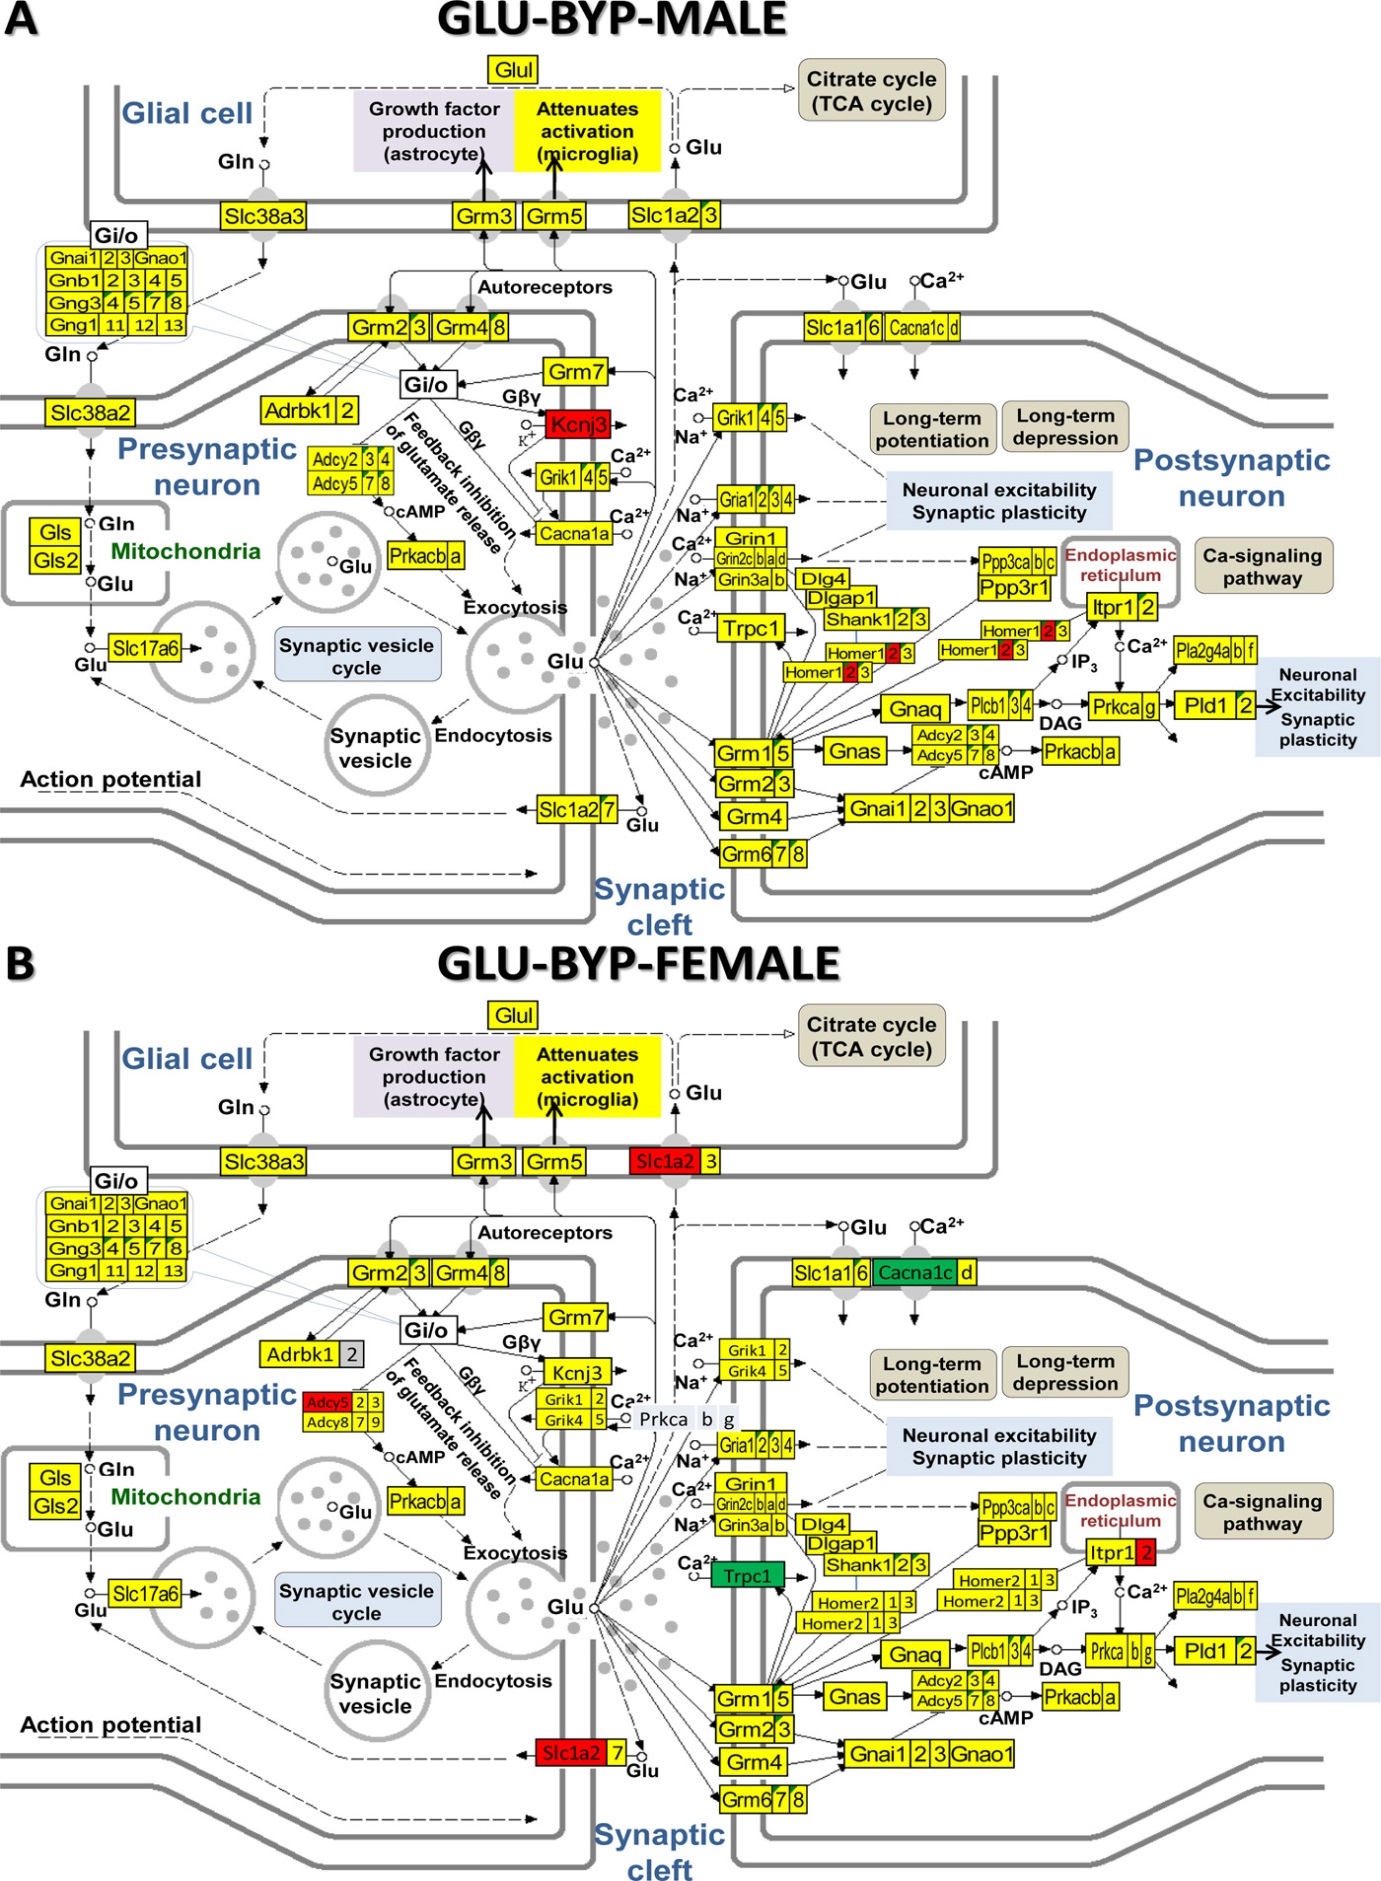
Supplementary Figure S11**

**KEGG (**www.kegg.jp/kegg/kegg1.html**) map of regulation of the glutaminergic synapse pathway in the arcuate nucleus of PMX53-treated betamethasone–primed male (A) and female (B) rats with NMDA-induced infantile spasms (BYA) compared to counterparts without spasms (BNS).**

**
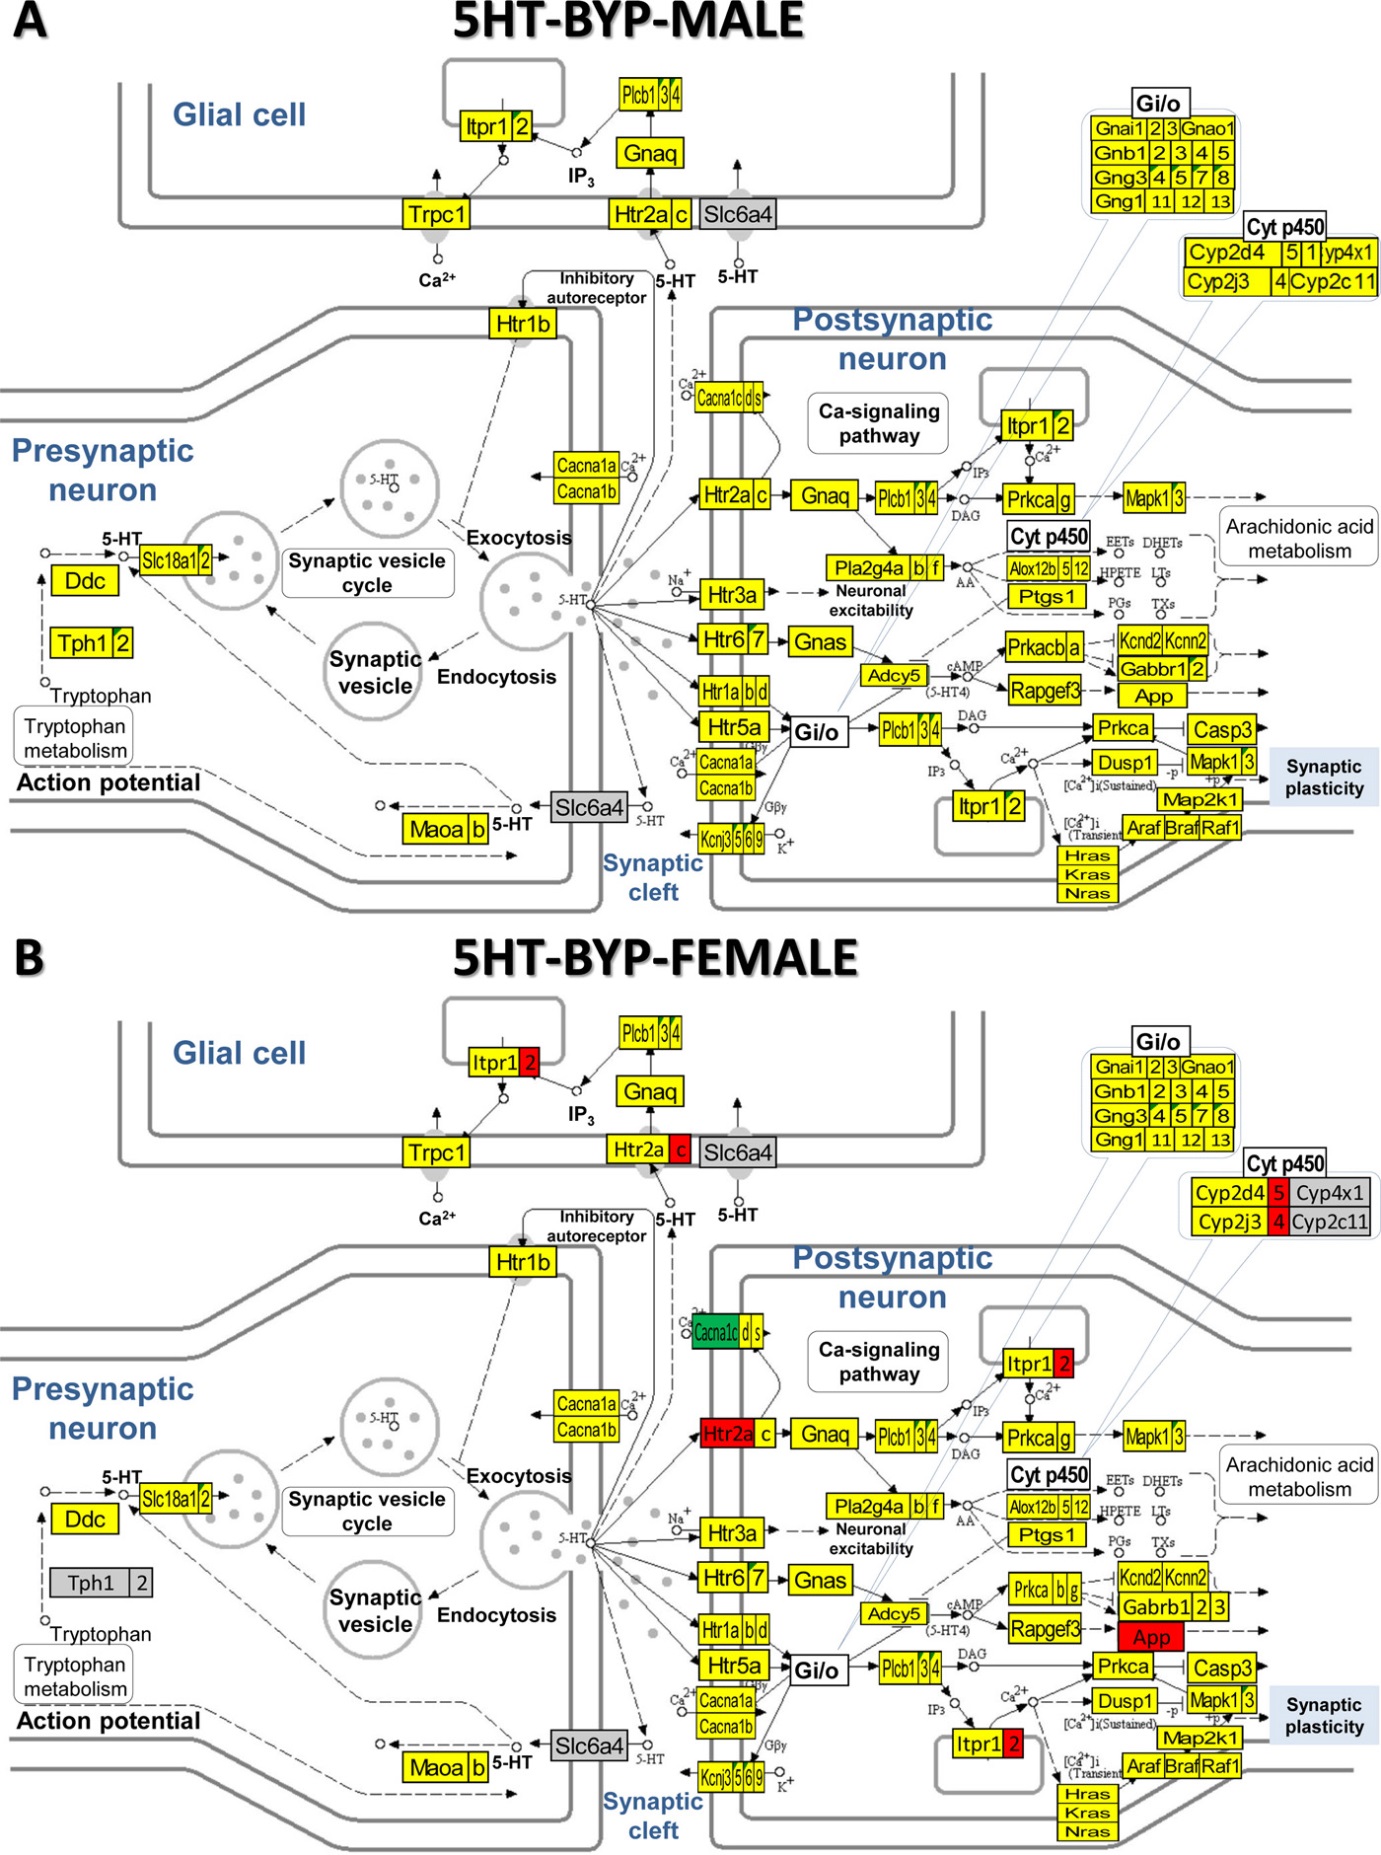
Supplementary Figure S12**

**KEGG (**www.kegg.jp/kegg/kegg1.html**) map of regulation of the serotonergic synapse pathway in the arcuate nucleus of PMX53-treated betamethasone–primed male (A) and female (B) rats with NMDA-induced infantile spasms (BYA) compared to counterparts without spasms (BNS).**

How the deposited data were processed for this re-analysis (not part of the article)

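Gene expression was measured in the arcuate nuclei of 20 female rats on postnatal day 15, 4 in each of the conditions SNS, BNS, BYS, BYA and BYP. RNA was labelled with Cy3 or Cy5 and hybridized to 11 two-colour rat arrays on 6 slides, with 2 animals of the same condition on each of 9 arrays. On the other 2 arrays, 1 channel belongs to a BYA rat and the other to a male SNS rat of another series, and the 82 columns of values of that series in the files were not used. The male samples are in another series and were not analysed. For BYA replicate 3, on 1 of these 2 arrays, the dye label does not match the order of the samples in the name of the raw data. The label was used, and which of the 2 animals the channel holds is not certain.

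The authors deposited 1 file per array, as the extraction software wrote it. Per the file headers, the mean spot signals and median local backgrounds are intensities from scanned images, extracted without background subtraction or normalization. Per the file headers, the processed signals are intensities that the software background-subtracted, with detrending, and dye-normalized within the array by linear and LOWESS scaling, with low values replaced by surrogates. The other columns used are flags of each spot with the values 0 or 1, for spots well above background, outliers and saturated spots. No ratio between channels was used.

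Each array holds 44254 spots, of which 42877 belong to 30367 probes that are not controls. The accessions of 18643 probes (61.4%) matched the reference list of gene symbols, and the other probes kept the name in the files. The background was corrected with limma's normexp method (offset 50) in each channel, and the 20 channels were quantile normalized on the log2 scale. Spot values marked as outliers (1.18%) were left out, spots of a probe were averaged, and a probe was kept if at least 0.5 of its spots were well above background in all 4 samples of at least 1 condition. This kept 19883 probes of 17086 genes. The probes of a gene without a missing value were averaged, and where each probe had one, the probe with the fewest was used. More than 1 probe was kept for 2522 genes, and 787 genes had a missing value. Between BNS and SNS, at least 1 probe was called in 1239 of the genes with more than 1 probe, and in 96 of these genes probes were called in opposite directions. R 4.3.3, limma 3.58.1, statmod 1.5.0 and data.table 1.17.8 were used. The median ratio of signal to background was 6.89 in SNS, 15.9 in BNS and BYS, 7.48 in BYA and 9.13 in BYP. With 4 samples against 4, the smallest p of a permutation is 0.0286.

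The 10 comparisons between conditions were made with limma in 1 fit of all samples with the dye as a covariate. The criterion of the Methods was applied to pairs of conditions after the dye effect had been removed for each gene, with the test on the log2 scale. WPR, GER and PRE follow Eq. 1, Eq. 2 and Eq. 3. WPR was tested over the 35 splits of 8 samples, with the mean of WPR in both directions as the statistic, since a split and its mirror are one. PRE was tested through the difference in WPR over 70 relabellings. The permutation tests of WPR and PRE take both channels of an array as independent, although samples on the same array lay closer together. Samples with the same replicate number did not pair across conditions, with a mean correlation across genes of 0.00313 (from −0.239 to 0.28) after the means of the conditions and the dye effect were removed, against −0.000742 for other numbers, so no pairing was used.

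The lists of the 5 types of synapse, 12 lists of marker and response genes and 8 sex-linked genes were written before the data were examined, as were the tests and most of the alternatives. The 12 lists stand for arcuate nucleus neurons, pituitary hormones, thalamus, ventromedial hypothalamus, magnocellular neurons, choroid plexus, ependyma and tanycytes, oligodendrocytes, red blood cells, microglia and complement, glucocorticoid response, and immediate early genes. They were tested with camera at its preset correlation of 0.01, with fry and with camera at an estimated correlation, adjusted over lists and comparisons. The genes named are those that the paper's text or its female GABA maps name, genes on which its maps differ, and up to 5 genes with the largest rise and 5 with the largest fall between BYS and BNS among those called by limma whose 4 BYS values all lie on 1 side of the 4 BNS values. This rule gave 4 genes higher and 1 lower. C5ar1 and sex-linked genes may be named as well. Values are not given for every gene under this rule. Any other gene named is said to have been chosen after its values were seen.

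The methods were tested on simulated data of 16299 genes with the same design. With 200 genes changed between BYS and BNS, limma made 198 calls and called 92.5% of the changed genes, and the criterion called 4.4% of the unchanged genes. All changes were set far above 0.0974, the median absolute log2 fold change between BYS and BNS in the real data. The noise was independent between samples, also on the same array. These shares therefore do not show how many smaller changes would be found. The simulated groups beside the results had the spread of these samples and were drawn 100 times. Their noise was drawn sample by sample and does not keep the likeness of channels on the same array. Values expected with no difference may therefore be too low.

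The alternatives changed 1 choice at a time. They were the processed signals or no background correction, scaling of each channel to the same median, quantile normalization within each dye, loess within and Aquantile between the 9 arrays with both channels, a filter over all 20 samples or none, outlier spots kept, the probe with the highest mean, no dye term, a replicate block, array or slide as a random block, only the 8 samples compared, the test of the Methods with and without Benjamini-Hochberg adjustment, other forms of the cut-off, other weights in WPR, SNS as the reference, and each sample left out in turn. Fits of the 16 samples without SNS, and 2 further uses of SNS as the reference, were added after the values were seen.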

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

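Of the tests in this part, those of signal over background, slide and scan, dissection and betamethasone for the difference between BNS and SNS were chosen only after the result was seen.

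In the groups of 4 samples, 95 sets of values were tested for a sample far from the other 3, and 6 were found, where chance gives about 4.75 at 1 in 20. SNS replicate 1 had a mean correlation of 0.9656 with the samples of the other conditions, against 0.9704 to 0.9709 for the other SNS samples. Its share of spots well above background, 51.6%, was the lowest of the 20 samples. The log2 level of Tas2r110 was 7.074 in BNS replicate 3, against 7.28 to 7.294 in the other BNS samples, where the gene was not well above background in any of the 4. In BYS replicate 3, Tas2r110 had a log2 level of 8.333, against 7.782 to 7.871 in the other BYS samples. Gabbr1 had a log2 level of 10.99 in BNS replicate 4, against 11.13 to 11.15. Pnma2 had a log2 level of 12.29 in BYA replicate 2, against 11.9 to 11.94 in the other BYA samples, and of 12.31 in BYP replicate 2, against 12.05 to 12.09 in the other BYP samples. The number found is near that expected by chance, and no biological explanation was tested for single samples.

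The paper's results do not report on the SNS rats. limma called 4882 genes between BNS and SNS, 2586 higher and 2296 lower in BNS, and only 1 of the 35 splits of the 8 samples, the real one, gave as many, so that chance can be excluded. With the array as a random block, limma called 2595. The largest other split, which parts the arrays, gave 46. Without 1 sample, the number lay between 3559 and 4586. The first principal component, with 28.9% of the variance, parted the SNS samples from all others, and their mean distance from samples of the other conditions was 0.506 on the log2 scale.

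A lower signal over background in SNS is argued against as the whole cause, since BYA had a median ratio of 7.48, near the 6.89 of SNS, and limma called 20 genes between BYA and BNS. Slide and scan cannot be told apart from the condition, since SNS lay on a slide of its own. Between conditions on slides other than that of SNS, limma called 257 genes at most, which does not exclude a slide that differs from all others. Dissection also stays open, since the smallest adjusted p of camera over the 5 lists of neighbouring tissues was 0.821, but lists of 2 to 5 genes exclude nothing. Betamethasone before birth, which the SNS rats alone did not receive, is the biological difference that the design names. Against SNS, 2282 genes were called in the same direction in BNS, BYS, BYA and BYP, but the shared SNS samples would give this under any of these explanations. Betamethasone therefore stays open, as do slide and dissection.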

How the results depend on the processing

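The fits of 16 samples without SNS, SNS as the reference for the percent of regulated genes and GER, and BYS against SNS with treated groups against BNS were chosen after seeing the data; the other alternatives of this part were set before. For the changes below, the cause was not tested, unless it is given.

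Apart from leaving out samples, the percent of regulated genes moved by less than 1 SD between replicates in 12 of 18 alternatives in BYS (from 5.61 to 9.45), 11 of 17 in BYA (9.68 to 13.2) and 11 of 17 in BYP (14.3 to 18.7). WPR kept its side of the threshold, or moved by less than that SD where it was not tested, in 13 of 15 alternatives in BYS, 12 of 14 in BYA and 13 of 14 in BYP. Likewise PRE kept its sign in 14 of 15 alternatives after ACTH (−38.1 to −4.19) and 12 of 15 after PMX53 (−63.9 to −43.1), and the difference in PRE in 13 of 15 (−32.2 to −7.01). GER moved by less than 1 SD in 14 of 17 alternatives after ACTH (−43.1 to −1.42) and 12 of 18 after PMX53 (−54.9 to −37.9). The number of genes called by limma stayed within 1.5 times in 6 of 17 alternatives between BYS and BNS, 5 of 17 between BYA and BNS, 9 of 17 between BYP and BNS, 11 of 17 between BYA and BYS, 8 of 17 between BYP and BYS and 4 of 17 between BYP and BYA. Against SNS it did so in 10 of 16 for BNS, 11 of 16 for BYS, 11 of 16 for BYA and 10 of 16 for BYP. At an unadjusted p under 0.05, limma with the settings of the text called 1183 genes between BYS and BNS, 2241 between BYA and BNS, 3044 between BYP and BNS, 1451 between BYP and BYS and 2328 between BYP and BYA.

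With the processed signals, limma called 11 genes between BYS and BNS (6 higher, 5 lower), 65 between BYA and BNS, 9 between BYA and BYS, 10 between BYP and BYS (2 higher, 8 lower), 2340 between BNS and SNS, 2318 between BYS and SNS, 1943 between BYA and SNS and 2718 between BYP and SNS. Without background correction it called 6 between BYA and BYS and 68 between BYP and BYA.

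Scaling each channel to the same median moved the median log2 fold change of all genes to 0.147 for BYS against BNS, 0.106 for BYA against BNS, −0.172 for BYP against BYS, −0.126 for BYP against BYA, −0.138 for BNS against SNS, −0.129 for BYS against SNS and −0.106 for BYP against SNS. It was −0.0603 for BYA against SNS. The calls below are not relative to this shift, and for BYP against BYS and for BYS and BYA against SNS most of them have the opposite sign. It gave 47 genes between BYS and BNS (39 higher, 8 lower), 0 between BYP and BNS (257 with quantile normalization), 2825 between BYP and BYS (2013 higher, 812 lower), 0 between BYP and BYA, 2654 between BNS and SNS (791 higher, 1863 lower), 1446 between BYS and SNS (954 higher, 492 lower) and 1401 between BYA and SNS (999 higher, 402 lower). The number changed little for BYA against BNS (28, with 27 higher and 1 lower) and BYP against SNS (4900, with 1583 higher and 3317 lower), but the share higher did. The percent of regulated genes was 5.742 in BYA and 3.418 in BYP, WPR 1.073 in BYA (exact permutation p = 0.257) and 0.4878 in BYP (exact permutation p = 0.571). PRE after PMX53 was 52.62, GER after PMX53 26.73 and the difference in PRE 56.81, each of the opposite sign.

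Loess and Aquantile over 9 arrays, with 18 samples and 2 BYA samples, gave 1 gene between BYS and BNS, 328 between BYA and BNS (56 higher, 272 lower), 409 between BYP and BNS, 225 between BYA and BYS, 30 between BYP and BYS (23 higher, 7 lower) and 521 between BYP and BYA (428 higher, 93 lower).

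With only probes well above background in all 20 samples, fewer genes were tested, and limma called 2 between BYS and BNS (both higher), 4 between BYA and BNS (all higher), 62 between BYP and BNS (42 higher, 20 lower), 2 between BYP and BYS (both higher), 3 between BYP and BYA (2 higher, 1 lower), 3215 between BNS and SNS and 3288 between BYP and SNS. With no filter it called 422 between BYP and BNS and 63 between BYP and BYA. With outlier spots kept it called 8 between BYS and BNS (5 higher, 3 lower). With the probe of the highest mean it called 3 between BYA and BNS (all higher) and 15 between BYP and BYA. Without a dye term it called 12 between BYA and BNS and 5 between BYP and BYA (3 higher, 2 lower).

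A replicate block, for which the samples showed no pairing, gave 7 genes between BYA and BNS (3 higher, 4 lower), 2 between BYA and BYS and 14 between BYP and BYA.

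With the array as a random block (correlation 0.365), limma called 0 between BYS and BNS (5 without the block), 1 between BYA and BNS, 15 between BYP and BNS (4 higher, 11 lower), 1 between BYP and BYS, 0 between BYP and BYA, 2595 between BNS and SNS (1690 higher, 905 lower), 2377 between BYS and SNS (1570 higher, 807 lower), 3311 between BYA and SNS and 2642 between BYP and SNS (1745 higher, 897 lower). With the slide as a random block (correlation −0.128), which nearly coincides with the condition, it called 174 between BYS and BNS, 858 between BYA and BNS, 2652 between BYP and BNS, 123 between BYA and BYS, 422 between BYP and BYS, 1020 between BYP and BYA, 8157 between BNS and SNS, 7860 between BYS and SNS and 8135 between BYP and SNS. The negative correlation of the block narrows the errors by construction.

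A fit of only the 8 samples compared, with fewer samples for the spread, called 0 between BYS and BNS, 0 between BYA and BNS, 0 between BYP and BYS, 0 between BYP and BYA, 3026 between BYA and SNS and 3151 between BYP and SNS. For BYP against BNS it called 172 (101 higher, 71 lower). The 16 samples without SNS gave 1 between BYS and BNS and 7 between BYA and BNS.

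The test of the Methods at its own threshold, without adjustment, called 1507 genes between BYS and BNS (609 higher, 898 lower), 2016 between BYA and BNS (1103 higher, 913 lower), 2938 between BYP and BNS, 1080 between BYA and BYS, 1193 between BYP and BYS (686 higher, 507 lower) and 1478 between BYP and BYA (650 higher, 828 lower). After Benjamini-Hochberg adjustment it called 0, 0 and 25 (8 higher, 17 lower) of these against BNS, 0 between BYP and BYS, 0 between BYP and BYA, 3209 between BNS and SNS, 2298 between BYS and SNS, 1559 between BYA and SNS (1087 higher, 472 lower) and 2019 between BYP and SNS.

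The percent of regulated genes in BYS, BYA and BYP was 0.316, 0.7374 and 2.06 with a fixed ratio of 1.5, 0.9423, 0.9891 and 2.757 with the middle of the interval of each coefficient of variation, 0, 0 and 0.1463 with Benjamini-Hochberg adjustment in the same test, and 0.02926, 0.1171 and 1.504 with limma's adjusted p. GER after PMX53 was −78.22 with the fixed ratio, −100 with Benjamini-Hochberg adjustment and −96.92 with limma's adjusted p, where GER after ACTH was −62.5. With Benjamini-Hochberg adjustment GER after ACTH and the percent reduction of regulated genes have no value, since no gene was regulated in BYS or BYA. With the dye effect not removed, WPR in BYA was 0.4748 (exact permutation p = 0.0571).

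With SNS as the reference, WPR in BYS was 1.208 (exact permutation p = 0.0286), PRE after PMX53 4.527 and the difference in PRE 9.011. The percent of regulated genes was 33.13 in BYS, 31.04 in BYA and 32.08 in BYP, and GER 4.941 after ACTH and 2.451 after PMX53. With BYS against SNS and treated groups against BNS, the percent in BYS was 33.13, WPR in BYS 1.208, PRE 59.67 after ACTH and 52.66 after PMX53, and GER 53.97 after ACTH and 37.76 after PMX53.

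Of the 12 gene lists, camera at its preset correlation called 4 between BYS and BNS, 2 between BYA and BNS, 4 between BYP and BNS, 4 between BYP and BYS, 2 between BYP and BYA, 1 between BYS and SNS, 1 between BYA and SNS and 2 between BYP and SNS. fry called 0, 0, 1, 0, 0, 0, 0 and 1 of these, and camera with the correlation estimated called 0 in each.

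Without 1 sample, limma called from 0 (without BNS replicate 1, 3 or 4) to 11 (without BYS replicate 2) genes between BYS and BNS, with 1 without BNS replicate 2 or BYS replicate 3 and 2 without BYS replicate 1. Between BYA and BNS it called from 1 (without BNS replicate 3 or 4 or BYA replicate 2) to 171 (without BYA replicate 3), with 3 without BNS replicate 1, 4 without BNS replicate 2, 6 without BYA replicate 1 and 13 without BYA replicate 4. Between BYP and BNS it called from 72 (without BNS replicate 4) to 261 (without BYP replicate 4), with 89 without BNS replicate 1 or 3, 101 without BNS replicate 2 and 96 without BYP replicate 2. Between BYA and BYS it called from 0 to 26 (without BYA replicate 3), with 4 without BYA replicate 4 and 2 without BYS replicate 4. Between BYP and BYS it called from 4 (without BYS replicate 1 or BYP replicate 2) to 35 (without BYP replicate 1). Between BYP and BYA it called from 0 (without BYA replicate 2) to 265 (without BYA replicate 3), with 4 without BYA replicate 1, 1 without BYP replicate 2, 3 without BYP replicate 4 and 41 without BYP replicate 1. For the 4 comparisons with SNS the number stayed within 1.5 times. BYA replicate 3 is the sample whose dye label does not match the name of its raw data. WPR in BYA lay between 0.4391 and 0.5724, with an exact permutation p between 0.0571 and 0.229, above 0.05 in each case. WPR in BYP lay between 0.5253 and 0.6372, with an exact permutation p between 0.0286 (without BNS replicate 1 or BYP replicate 3) and 0.143 (without BYP replicate 2). GER after ACTH lay between −30.01 and 4.768 (without BYA replicate 4), of the opposite sign there.

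Signal over background limits which genes can be compared. With the genes in 3 equal parts by mean level, 3 of the 5 genes called between BYS and BNS lay in the dimmest part.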

Differences from the paper's values

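SNS as the reference for the percent of regulated genes and GER, and BYS against SNS with treated groups against BNS, were chosen after seeing the values; SNS as the reference for WPR and PRE, and the other alternatives, were set before the data were examined. Under SNS as the reference of BYS, 29 of the 59 directions that the paper's text and maps give for BYS females were called alike, 4 were called the other way and 26 were dropped, while with BNS as the reference 3 were called alike and 56 dropped.

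A value was taken as within the limits of the paper's if the larger was at most 1.5 times the smaller, or if the 2 differed by no more than 1 replicate SD, computed by leaving out each sample in turn. For the percent of regulated genes over all genes in BYS only the ratio counted. For the percent reduction, GER and PRE, which have a sign, the limits were the same sign and a difference of no more than 1 replicate SD, which is 29.7 and 21.2 for GER and 36.2 and 40.6 for PRE, after ACTH and PMX53. Where this SD is large, to be within the limits says little.

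The percent of regulated genes in BYS females is 30.92 in the paper and 8.04 here. None of the alternatives set before came within the limits. With SNS as the reference of BYS, chosen after seeing the values and dropping 26 of the paper's 59 directions (56 with BNS), it was 33.13. For the ACH synapse, the paper gives 20 and the value here is 9.09, for the DA synapse 29 against 8.77, and for the mean of the 5 synapses 25 against 6.25. No alternative set before came within the limits for these 3, and the same choice, made after seeing the values and dropping 26 of the 59 directions, gave 25, 31.58 and 23.89. For the GABA synapse, the paper gives 29 and the value here is 5.48, and no alternative came within the limits. In BYP females, the paper shows about 7.6 in Fig. 2, read by eye, and the value here is 16.4, with none of the alternatives within the limits.

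WPR in BYS females is 1.256 in the paper and 0.364 here. Of the alternatives set before, scaling to the same median (1.03) and SNS as the reference (1.208) came within the limits and the others did not. WPR of the GABA synapse is 1.529 in the paper and 0.453 here, with the same 2 alternatives within the limits (1.215 and 1.352). BYS against SNS with treated groups against BNS, chosen after seeing the values and dropping 26 of the paper's 59 directions, has the same values for BYS as SNS as the reference. The mean WPR of the 5 synapses is 1.380 in the paper and 0.405 here, and of the alternatives only scaling to the same median (1.135) came within the limits. WPR scales with the unit of the levels, here the median gene, which was chosen because the paper's text names none, so that the size of these differences depends on it. In the treated females WPR over all genes is about 0.67 in BYA and about 0.46 in BYP in Fig. 2 of the paper, read by eye, and 0.487 and 0.572 here, both within the limits, so that a unit that closed the differences in BYS would open ones in BYA and BYP.

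The percent reduction of regulated genes after ACTH is 77 in the paper and −37.5 here. Of the alternatives set before, only leaving out BYA replicate 4 (8.26) came within the limits, which are wide, with a replicate SD of 72.4. SNS as the reference (6.324) and BYS against SNS with treated groups against BNS (66.65), both chosen after seeing the values and dropping 26 of the paper's 59 directions, did so as well. After PMX53 it is 75 in the paper and −105 here, with a replicate SD of 84.8. Scaling to the same median (39.1) was the one alternative set before within the limits, and SNS as the reference (3.162) and BYS against SNS with treated groups against BNS (50.38), chosen after seeing the values with 26 of the 59 directions dropped, were within them.

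GER after ACTH is 70 in the paper and −18.0 here. No alternative set before came within the limits, and BYS against SNS with treated groups against BNS (53.97), chosen after seeing the values with 26 of the 59 directions dropped, did. GER after PMX53 is 66 in the paper and −40.3 here, and no alternative came within the limits.

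PRE after ACTH is about 47 in Fig. 4 of the paper, read by eye, and −33.9 here. No alternative set before came within the limits, and BYS against SNS with treated groups against BNS (59.67), chosen after seeing the values with 26 of the 59 directions dropped, did. PRE after PMX53 is about 63 in Fig. 4, read by eye, and −57.2 here. Scaling to the same median (52.62) was the one alternative set before within the limits, and BYS against SNS with treated groups against BNS (52.66), chosen after seeing the values with 26 of the 59 directions dropped, was as well. The p for the difference in PRE between the treatments in females is 0.001 in the paper, which does not name the test or its units beside this value, and 0.429 here, from an exact permutation test with animals as units. No alternative came within the limits.

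Over the text and the maps of the females, the paper gives 59 genes a direction in BYS, and 33 had the same sign here, with 49 in BYS against SNS. The text lists 13 genes as not regulated in BYS females, of which the criterion called 2 here, 1 of them Fyn, and 6 as regulated, of which it called Kcnj14. In BYS against SNS it called 5 of these 6, a choice made after seeing the values that drops 26 of the 59 directions. With BNS as the reference, 56 were dropped. The paper places DA and GABA highest and ACH lowest by the percent of regulated genes in BYS females, while ACH was highest (9.09) and GLU lowest (3.16) here. The paper finds PMX53 better than ACTH in females by PRE, while the difference, PMX53 minus ACTH, was −23.3 here. The paper lists genes switched by both treatments, and 0 were found here in females.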

Other observations

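The tests of SNS as the reference, of exchanged labels, of BNS against SNS and of the processing choices were chosen only after the result was seen; the others of this part were set before.

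Between BYS and BNS, limma called as many genes in 2 of the 35 splits of the 8 samples as in the real one, which is included, so that chance cannot be excluded for the 5 genes. The largest other split gave 8. For BYA against BNS and BYP against BNS only 1 of 35 splits, the real one, gave as many, which excludes chance only if the 2 channels of an array are independent. They are not, since samples of 1 condition had a mean distance of 0.261 on the same array and of 0.362 on different arrays, so chance is not firmly excluded. With the array as a random block, limma called 1 gene between BYA and BNS and 15 between BYP and BNS. All 35 splits of BYA and BYS gave at least the 0 genes called there by limma (1379 at an unadjusted p under 0.05), which a count of 0 fixes in advance, so that the splits test nothing there. One split gave 93. For BYP against BYS, 3 of 35 splits gave as many as 6, and the split that follows the arrays, with replicates 1 and 2 of both conditions against 3 and 4, gave 27. With the array as a random block, limma called 1 gene between BYP and BYS. For BYP against BYA, 1 of 35 splits, the real one, gave as many, but for the same reason chance is not firmly excluded, and limma with the array as a random block called 0 genes there (2328 at an unadjusted p under 0.05 without the block). The same share of splits was found for BYS, BYA and BYP each against SNS, where limma with this block called 2377, 3311 and 2642 genes and chance can be excluded. As large a WPR came from 8 of 35 splits for BYS, so that chance cannot be excluded, and from 1 of 35 for BYA and for BYP. Chance is not firmly excluded there either, since the 2 channels of an array are not independent. With 1 sample left out, the permutation p was also above 0.05 in 8 of 8 cases for BYA (0.0571 to 0.229) and in 6 of 8 for BYP (0.0286 to 0.143).

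Against SNS, limma called 4634 genes in BYS (2484 higher), 5343 in BYA (2705 higher) and 4939 in BYP (2639 higher). The 6 genes called between BYP and BYS, named after their values were seen, were Dgat2l6, Mcf2l, Tas2r110 and 3 probes without a gene name. Tas2r110 was not well above background in any of the 4 BYP samples, and Dgat2l6 was in 2 of them. The fitted log2 fold changes were −0.64 for Dgat2l6, −0.75 for Mcf2l and −0.73 for Tas2r110. Those of Dgat2l6 and Tas2r110 depend on the background correction and are no lower bounds.

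For the genes called between BYS and BNS, slide and scan cannot be told apart from the condition. The BYA sample on a slide of its own had a mean distance of 0.367 from the other BYA samples, which had 0.35 among each other, but this is 1 sample, and which animal its channel holds is not certain. Signal over background was alike in BYS and BNS. With the genes in 3 equal parts by mean level, limma called 0.0527% of the dimmest part and 0.0176% of the brightest part, from too few calls to decide, while the criterion called 10.7% and 5.9%. Dissection stays open, with a smallest adjusted p of camera of 0.567 over the 5 lists of neighbouring tissues, since lists of 2 to 5 genes exclude nothing. The oligodendrocyte list had an adjusted p of 0.827 with camera (9 of 11 genes higher), which leaves a share of these cells open too. Red blood cell genes were lower in BYS in 6 of 6 genes (adjusted p of 0.0229 with camera and 0.524 with fry), so that blood left in the tissue cannot be told apart from a change in the cells. The most abundant genes of this list, Hbb-b1 and Hbb, had mean log2 levels of 16.0 and 15.8.

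Immediate early genes were higher in BYS than in BNS in 14 of 14 genes, with a median log2 fold change of 0.48 and an adjusted p of 1.43e-05 with camera, but of 0.278 with fry and 0.929 at an estimated correlation. Against BNS the list was higher still in the treated conditions, in which the paper reports fewer spasms (not significant in females), with a median log2 fold change of 0.80 in BYA (camera adjusted p of 2.1e-07, fry 0.14) and 0.85 in BYP (camera adjusted p of 4.2e-07, fry 0.116). It was higher in BYP than in BYS in 12 of 14 genes (camera adjusted p of 0.0113, fry 0.603). In BYA against BYS, 10 of 14 genes were higher, and neither test called the list (camera adjusted p of 0.0736, fry 0.773). Activity of neurons during spasms stays open, since the camera calls did not hold under the other tests. BYS, BYA and BYP rats all received NMDA, last on postnatal day 15, the day of sacrifice, and BNS rats received none. A comparison with BNS therefore cannot part spasms from NMDA itself. The glucocorticoid list was higher in BYS than in BNS in 13 of 15 genes (camera adjusted p of 3.27e-05, fry 0.212) and in BYP than in BYS in 14 of 15 (camera adjusted p of 4.19e-05, fry 0.212). Between BYA and BYS, where glucocorticoids released by ACTH would raise it, 11 of 15 genes were lower (camera adjusted p of 0.931), which does not decide, since the treatment ended up to a day before. The microglia and complement list was higher in BYP than in BYS in 10 of 12 genes (camera adjusted p of 0.0296, fry 0.378), so that an effect of PMX53 on it stays open. Between BYS and BNS, its camera adjusted p was 0.0306 (fry 0.378), and camera gave 0.729 for arcuate nucleus neurons, 0.969 for pituitary hormones, 0.567 for thalamus, 0.816 for ventromedial hypothalamus, 0.751 for magnocellular neurons, 0.946 for choroid plexus and 0.946 for ependyma and tanycytes. With fry, the glucocorticoid list alone was called, between BYP and BNS (0.0275) and between BYP and SNS (0.0266).

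Of the 8 sex-linked genes, 1 is on the array. Sry was well above background in 11 of 20 samples, and in SNS replicate 1, 29.4% of the negative controls were brighter than it, against 0% to 6.54% in the other samples. The channels of male rats in the files belong to another series and were not read, so its level in males is not known here, and a mislabelled sample can neither be excluded nor shown. For BYA replicate 3, whose array also carries a male SNS rat, other values do not decide. Its log2 level of Fos was 8.76, against 10.47 to 11.03 in the other BYA samples. Fos ranged from 8.41 to 9.44 in SNS, but from 8.86 to 11.04 in BYS. On the first principal component, BYA replicate 3 lay at −1.17, the other BYA samples at −15.6 to −9.75 and SNS at 34.8 to 44.6.

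Across genes, which are not independent replicates, the change from BYS to BYA had a correlation of −0.237 with the change from BNS to BYS, and that from BYS to BYP one of −0.0584. Sharing the BYS samples alone may give this, since simulated groups with no difference between conditions gave −0.472 on average, from −0.761 to −0.0498.

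The directions that the paper gives for 59 genes in BYS were matched by 49 genes in BYS against SNS and by 33 in BYS against BNS. For the treated conditions BNS matched better, with 11 of 11 genes in BYA against BNS and 9 in BYA against SNS, and 22 of 26 genes in BYP against BNS and 15 in BYP against SNS. SNS as the reference of BYS may therefore account for the directions, as a hypothesis. BYA against SNS matched 50 and BYP against SNS 51, so that this holds for the SNS reference and not for BYS as such. Exchanged labels of BNS and SNS are argued against, since the 22 genes of BYP matched with BNS as labelled. BNS against SNS in place of BYS against BNS matched 46 genes and cannot be told apart. Of the 24 alternatives with BNS as the reference, none gave more than 11.03 percent of genes regulated in BYS (without BYS replicate 2), which argues against any 1 of these processing choices as the cause of the lower value here.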
